# Transcriptional heterogeneity between primary adult grey and white matter astrocytes underlie differences in modulation of *in vitro* myelination

**DOI:** 10.1186/s12974-020-02045-3

**Published:** 2020-12-11

**Authors:** Inge L. Werkman, Marissa L. Dubbelaar, Pieter van der Vlies, Jelkje J. de Boer-Bergsma, Bart J. L. Eggen, Wia Baron

**Keywords:** Astrocytes, Multiple sclerosis, Myelination, Oligodendrocyte, Region

## Abstract

**Background:**

Multiple sclerosis (MS) is an inflammation-mediated demyelinating disease of the central nervous system that eventually results in secondary axonal degeneration due to remyelination failure. Successful remyelination is orchestrated by astrocytes (ASTRs) and requires sequential activation, recruitment, and maturation of oligodendrocyte progenitor cells (OPCs). In both MS and experimental models, remyelination is more robust in grey matter (GM) than white matter (WM), which is likely related to local differences between GM and WM lesions. Here, we investigated whether adult gmASTRs and wmASTRs per se and in response to MS relevant Toll-like receptor (TLR) activation differently modulate myelination.

**Methods:**

Differences in modulation of myelination between adult gmASTRs and wmASTRs were examined using an in vitro myelinating system that relies on a feeding layer of ASTRs. Transcriptional profiling and weighted gene co-expression network analysis were used to analyze differentially expressed genes and gene networks. Potential differential modulation of OPC proliferation and maturation by untreated adult gmASTRs and wmASTRs and in response to TLR3 and TLR4 agonists were assessed.

**Results:**

Our data reveal that adult wmASTRs are less supportive to in vitro myelination than gmASTRs. WmASTRs more abundantly express reactive ASTR genes and genes of a neurotoxic subtype of ASTRs, while gmASTRs have more neuro-reparative transcripts. We identified a gene network module containing cholesterol biosynthesis enzyme genes that positively correlated with gmASTRs, and a network module containing extracellular matrix-related genes that positively correlated with wmASTRs. Adult wmASTRs and gmASTRs responding to TLR3 agonist Poly(I:C) distinctly modulate OPC behavior, while exposure to TLR4 agonist LPS of both gmASTRs and wmASTRs results in a prominent decrease in myelin membrane formation.

**Conclusions:**

Primary adult gmASTRs and wmASTRs are heterogeneous at the transcriptional level, differed in their support of in vitro myelination, and their pre-existing phenotype determined TLR3 agonist responses. These findings point to a role of ASTR heterogeneity in regional differences in remyelination efficiency between GM and WM lesions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-020-02045-3.

## Background

Remyelination is a natural regenerative process that occurs after demyelination, to form new myelin membranes around denuded axons. In the central nervous system (CNS), remyelination is executed by oligodendrocytes (OLGs) and involves activation, recruitment, and differentiation of oligodendrocyte progenitor cells (OPCs) into mature, myelinating OLGs [1]. Remyelination is orchestrated by transient signaling of reactive astrocytes (ASTRs) [2, 3]. Similar as during CNS development [4], ASTRs support oligodendrocytes and myelin membrane formation by extracellular matrix (ECM) remodeling [5, 6] and the supply of fatty acids and cholesterol [4, 7, 8]. Upon demyelination, ASTR reactivity is induced by a variety of inflammatory mediators such as Toll-like receptor (TLR)ligands [9–13] as well as by myelin debris, and includes changes in ASTR morphology, gene expression, and function [14–19]. ASTR reactivity can be beneficial or detrimental for remyelination [2, 12, 20, 21], as ASTR responses toward injury vary and depend on the type of injury. In this regard, two subtypes of injury-dependent reactive ASTRs have been described; neuro-inflammation-induced A1-ASTRs and ischemia-induced A2-ASTRs [14, 22]. A1-ASTRs possess a neurotoxic phenotype and secrete factors that inhibit OPC proliferation, migration, and differentiation, and that are toxic to mature OLGs [22]. By contrast, A2-ASTRs appear more neuroprotective and more supportive toward repair [22]. Although the classification of ASTR reactivity into A1-ASTRs and A2-ASTRs is very useful as a concept, it is clear that additional injury-dependent astrocyte reactivity states exist [23]. Also at homeostatic conditions, ASTRs are not uniform, and multiple studies have described ASTRs diversity based on their morphology, gene expression, and function [22, 24–30].

Historically, ASTRs are divided into two groups; fibrous ASTRs that mainly reside in the white matter (WM) and the morphologically more complex protoplasmic ASTRs that are present in the grey matter (GM) [27, 31, 32]. Multiple single-nucleus RNA sequencing studies identify two to three clear distinct groups of ASTRs dispersed throughout adult GM and WM [29, 33–35], while morphological and functional studies identify up to nine different groups of ASTRs in rodents [25, 36]. ASTR reactivity is also region-dependent, i.e., upon cuprizone-induced demyelination, ASTRs reactivity is evident earlier in the cortex, a GM area, than the corpus callosum, a WM area, but ASTR reactivity is more extensive in ASTRs of the corpus callosum [19, 37–39]. Furthermore, demyelination is delayed in the cortex compared to the corpus callosum [38], and remyelination occurs faster in GM than in WM areas [37]. Also, in the chronic demyelinating disease multiple sclerosis (MS), remyelination is more efficient in GM than in WM [40, 41], but ultimately fails in both areas, contributing to disease progression [1, 42, 43]. As in toxin-induced demyelination rodent models, ASTR reactivity differs between GM and WM MS lesions. Hypertrophic ASTRs form a glial scar in and around inflammatory WM lesions, but not around lesions in the GM [12, 15, 44, 45]. This difference in ASTR reactivity may contribute to the more efficient remyelination in GM MS lesions [3, 37, 41, 46]. In addition, neurotoxic A1-ASTRs are present in WM MS lesions [22], while the presence of A1-ASTRs in GM MS lesions has not been analyzed yet. It is currently not clear whether intrinsic differences between gmASTRs and wmASTRs contribute to regional differences in ASTR reactivity and/or whether they differently respond to the same type of injury and inflammation. By performing transcriptional profiling and the use of an in vitro myelinating system that depend on ASTRs, we addressed here whether adult gmASTRs and wmASTRs are different cell populations that distinctly modulate myelination. In addition, as innate TLR-mediated signaling plays a role in MS pathology [47–50], we assessed whether gmASTRs and wmASTRs display a differential response to TLR3 and TLR4 agonists. Our findings revealed that adult wmASTRs and gmASTRs display transcriptional heterogeneity and that wmASTRs are less supportive to in vitro myelination.

## Methods

### Primary cell cultures

#### Adult astrocytes

Adult astrocytes (ASTRs) were isolated from young adult female Wistar rats brains via a non-shake off procedure as described [51], with minor modifications. To obtain gmASTRs, the cerebral cortices were dissected and meninges removed. Of the residual non-cortex tissue, the amygdala was discarded and the remaining non-cortical regions (WM tracts including corpus callosum, mixed GM and WM tracts, including hippocampus and thalamus, and deep GM parts, including basal ganglia) were kept in HBSS. Although the dissected non-cortical ASTRs contain gmASTRs, they mainly consist of wmASTRs and were therefore referred to as wmASTRs. Brain tissue was kept in Hank’s balanced salt solution (HBSS, Life Technologies) and mechanically dissected using scissors. Then, 0.05% trypsin (Sigma) and 0.003% DNase (Roche) in 1 mL HBSS was added and incubated for 15 min at 37 °C, followed by centrifugation for 7 min at 400 g. The pellet was resuspended in papain digestion mix [24 μg/mL l-cysteine (Sigma), 40 μg/mL DNase I, 30 U/mL papain from papaya latex (Sigma) in MEM (Life Technologies)] incubated for 15 min at 37 °C. The digestion was stopped using OVO [40 μg/mL DNase I, 1 mg/mL soybean trypsin inhibitor (Sigma), 50 μg/mL bovine serum albumin (BSA, Sigma) in Leibowitz L-15 medium (Sigma)] for 6 min at room temperature. The cell suspension was centrifuged for 7 min at 400 g and resuspended in 15 mL HBSS. Hereafter, the cells were settled for 30 min before the upper layer was separated from the lower cell fraction. The cell fractions were diluted in 15 mL HBSS and centrifuged for 7 min at 400 g. Cell pellets were resuspended in AA+ medium [10% fetal bovine serum (FBS), 15 mM Hepes (Gibco), 0.04% gentamicin (Life Technologies), 14.3 mM NaHCO_3_ (Merck), 100 U/mL penicillin, 100 μg/mL streptomycin, 4 mM l-glutamine]. The cells were cultured for 20 days at 37 °C in tissue flasks (Nunc T80; Thermo Fisher Scientific) that were coated with poly-l-lysine (PLL, 5 μg/mL, Sigma). Medium exchange occurred once every 3–4 days. The cells were passaged at least once using trypsin and used for experiments after 2–3 weeks, or collected in RNA protect (Qiagen) for 3′-RNA sequencing. To obtain ASTR-conditioned medium (ACM), ASTRs were cultured for 24 h either untreated or in the presence of 50 μg/mL TLR3 agonist polyinosine-polycytidylic acid (Poly(I:C), Sigma) or 200 ng/mL TLR4 agonist lipopolysaccharide (LPS, Sigma), after which cells were washed and cultured for another 24 h in defined SATO medium [5 μg/mL bovine insulin (Sigma), 50 μg/mL human holo-transferrin (Sigma), 100 μg/mL BSA fraction V (Sigma), 62 ng/mL progesterone (Sigma), 16 μg/mL putrescine (Sigma), 5 ng/mL sodium selenite (Sigma), 400 ng/mL T3 (Sigma), 400 ng/mL T4 (Sigma), 4 mM l-glutamine, 100 U/mL penicillin and streptomycin]. Hereafter, ACM was collected and filtered using a 0.45 μm filter, to remove cell debris. To obtain ASTR extracellular matrix (ECM), ASTRs were cultured for 48 h either untreated or in the presence of Poly(I:C) or LPS, after which cells were lysed by water (two times 1 h, cell lysis was checked by a microscope) and ECM was scraped in sterile PBS containing a cocktail of protease inhibitors (Complete, Roche). Notably, adult gmASTRs and wmASTRs were always generated at the same time from the same animal and cultured at similar conditions.

#### Oligodendrocyte progenitor cells

Oligodendrocyte progenitor cells (OPCs) were isolated from mixed glia cultures of the cortex of newborn rat forebrains using a shake-off procedure as described [52–54]. Briefly, contaminating microglia were removed from the flask by a pre-shake on an orbital shaker (Innova 4000, New Brunswick) at 150 rpm for 1 h at 37 °C and OPCs were obtained after a shake at 240 rpm for 20–22 h at 37 °C. The detached OPCs were further purified by differential adhesion on non-tissue dishes [54]. The enriched OPC cultures contained 95–97% OPCs (Olig2-positive), 1–3% astrocytes (GFAP-positive), and less than 1% microglia (IB4-positive) and neurons (TuJ1-positive). The OPCs were cultured on PLL-coated 13-mm coverslips (35,000 cells/coverslip) or on ECM-coated 8-well Permanox chamber slides (8 μg of ECM/chamber 28,000 cells/chamber). For proliferation, OPCs were cultured for 24 h in defined SATO medium containing 10 ng/mL platelet-derived growth factor-AA (PDGF-AA, Peprotech) and 10 ng/mL fibroblast growth factor-2 (FGF2, Peprotech) in the presence or absence of ACM (diluted 1:1). For other assays, cells were cultured for 2 days in SATO medium supplemented with PDGF-AA and FGF2, followed by differentiation upon growth factor withdrawal and culturing for 6 days in SATO supplemented with 0.5% FBS. Cells were cultured in the presence or absence of ACM (diluted 1:1) or on ECM coatings, after which differentiation, myelin membrane formation, and metabolic activity were determined.

#### Spinal cord cultures

Myelinating spinal cord cultures that rely on a monolayer of feeding ASTRs were generated from 17-day-old Wistar rat embryos as described with minor modifications [55]. Meninges were removed from the dissected spinal cord, and mechanical dissociation of the tissue was performed in ΜΕΜ. Hereafter, the tissue was enzymatically digested with a mixture of trypsin (2.5%, Sigma) and liberase DH (2.5 mg/mL, Roche) for 20 min at 37 °C. The enzymatic reaction was stopped by addition of Soybean trypsin inhibitor solution [0.52 mg/mL soybean trypsin inhibitor (Sigma), 40 μg/mL DNase (Roche), and 3 mg/mL BSA fraction V in Leibovitz’s L15 medium]. After centrifugation for 7 min at 220 g, cells were resuspended in plating medium consisting of 50% DMEM (1500 mg/L glucose, Gibco), 25% horse serum (Invitrogen), 25% HBSS with calcium and magnesium (Gibco), and 2 mM l-glutamine (Invitrogen). The total spinal cord cell suspension was plated at a density of 200,000 cells/well in a 24-wells containing a 2-day-old confluent feeding layer of adult gmASTRs or wmASTRs (120,000 cells/24 well) in 500 μL plating medium. When cells were attached, 500 μL growth medium [DMEM (4500 mg/L glucose, Gibco) supplemented with 5 mg/mL holotransferin (Sigma), 20 mM putrescine (Sigma), 4 μM progesterone (Sigma), 6 μM selenium (Sigma), 10 ng/mL biotin (Sigma), 50 nM hydrocortisone (Sigma), and 10 μg/mL insulin (Sigma)] was added. Every 2–3 days, half of the medium was replaced with new growth medium. Insulin was omitted from growth medium after 12 days in culture and cultures were analyzed at 26–30 days in culture.

### Gene expression and WGCNA

RNA was isolated using the RNeasy Plus Micro Kit (QIAGEN) and RNA quality was assessed using a BioRad Experion Highsense RNA kit according to manufacturer’s instructions. All RIN-values were higher than 7.9. Library preparation was performed with the Lexogen QuantSeq 3′mRNA-Seq Library Prep kit for Ilumina according to manufacturer’s instructions. All samples were pooled and sequenced on the Illumina NexSeq 500. Data was processed using the pipelines that were provided by MOLGENIS (https://github.com/molgenis). Quality control of the data was performed on the raw fastq files with fastQC (0.11.3). Next, HiSat (0.1.5) was used for alignment of the sequenced reads against the Rattus norvegicus genome (38.82) allowing 2 mismatches, and the aligned data was sorted with samtools (1.2). Finally, HTSeq (0.6.1p1) was used to quantify the data using the parameters: --stranded=no and --mode=union. High and low expressed genes were distinguished using the Data-adaptive flag method for RNA-sequencing (DAFS). Normalization and processing of the raw reads were performed with EdgeR (3.20.9). To determine differentially expressed genes, an absolute logarithm of the fold change (logFC) of more than 2 and an FDR < 0.01 were used. Volcano plots were made using the ggplot2 package. The DAFS filtered genes were used as input to generate a signed network (with a soft power of 10) with the topological overlap matrix (TOM) function (TOMsimilarity). Cutting of the hierarchical clustered TOM with the function cutreeDynamic with a minimum cluster size of 100 and cutHeight 0.99 was used to determine the different modules. Afterward, similar gene expression modules were merged with mergeCloseModules (cutHeight 0.25). In the end, userListEnrichment was used to identify possible traits of the identified modules where the grey lists were omitted, with enabling of the parameters: useBrainLists, useBloodAtlases, useStemCellLists, useBrainRegionMarkers, usePalazzoloWang, useImmunePathwayLists. For Gene Ontology and Gene-Concept Network visualization, Clusterprofiler with the enrichplot package were used. All analyses were performed in R.

### Western blotting

Cells were scraped in 500 μL of lysis buffer (1% Triton X-100, 50 mM Tris-HCl, 150 mM NaCl, 5 mM EDTA, and protease inhibitor cocktail). The total protein concentration was determined using a BioRad DC-protein assay and BSA as standard according to manufacturer’s instructions. Cell lysates (20 μg) were loaded onto a 7.5% SDS-polyacrylamide gel. After gel electrophoresis, proteins were transferred onto polyvinylidene fluoride (PVDF) membranes (Immobilon-FL, Merck Millipore) by wet transfer. PVDF membranes were blocked for 1 h with Odyssey blocking buffer (Li-Cor Biosciences), and incubated overnight with primary antibodies against GFAP (anti-GFAP, polyclonal, 1:5000, Dako, Z033430) at 4 °C. After washing with PBS containing 1% Tween-20, membranes were incubated with IRDye-conjugated secondary antibodies (Li-Cor Biosciences, Lincoln; 1:3000) for 1 h. As loading control, β-actin (monoclonal mouse anti-β-actin, 1:2000, Sigma, A5441) was used. The membranes were scanned using the Odyssey Imaging System (Li-Cor), and analyzed by densitometry using FIJI ImageJ (NIH).

### Immunocytochemistry

#### Primary cells

Live and fixed immunostainings were performed as described [54]. For live cell immunolabelling, non-specific antibody binding was blocked with 4% BSA for 10 min at 4 °C, followed by incubation of the cells with A2B5 antibody (1:5, kind gift of Dr. Thijs Lopez-Cardozo, Utrecht, the Netherlands) for 30 min at 4 °C. Cells were rinsed twice with PBS and incubated with appropriate Alexa-conjugated antibody (1:500, Millipore) for 25 min at 4 °C. After two washes with PBS, cells were fixed with 4% paraformaldehyde (PFA) in PBS for 20 min at room temperature and incubated for 15 min with 1 μg/mL DAPI (Sigma) to counterstain nuclei. For staining of internal antigens, PFA-fixed cells were permeabilized with ice-cold methanol for 10 min. Non-specific antibody binding was blocked with 4% BSA for 30 min after which cells were incubated with either anti-Ki67 (1 μg/mL, Abcam, ab15580) or anti-myelin basic protein (MBP, 1:250, Serotec, MCA409S) antibodies at room temperature. Cells were washed three times with PBS before the appropriate Alexa-conjugated antibodies (1:500, Millipore) were added together with 1 μg/mL DAPI for 30 min at room temperature. After washing with PBS, cells were mounted with mounting medium (Dako). Cells were analyzed using a conventional immunofluorescence microscope (Leica DMI 6000 B) equipped with Leica Application Suite Advanced Fluorescence software. In each independent experiment, for each condition, 15 random images were acquired resulting in the analysis of 150–250 cells per condition. Proliferation was defined as the percentage Ki67-positive of A2B5-positive cells, differentiation as the percentage of MBP-positive cells of DAPI-stained cells, and myelin membrane formation as the percentage of MBP-positive cells that elaborate myelin membranes irrespective of the extent of the membrane. Notably, myelin membranes are membranous structures spread between cellular processes.

#### Spinal cord cultures

Spinal cord cultures were fixed with 4% PFA for 30 min, followed by blocking and permeabilization with 0.1% Triton X-100 in 4% BSA in PBS for 45 min. Cells were washed thrice with PBS and incubated with anti-MBP antibody (1:250) and anti-neurofilament-H (NF, polyclonal chicken anti-neurofilament, 1:5000, EnCor Biotechnology Inc., 2796-7) for 90 min at room temperature. After washing twice with PBS, cultures were incubated with appropriate FITC- or TRITC-conjugated secondary antibodies (1:50, Jackson Immunolaboratories) combined with DAPI for 45 min at room temperature. Coverslips were mounted and cultures were analyzed by confocal microscopy (SP8 AOBS Microscope, Leica Microsystems) using Leica Confocal Software. The percentage of myelinated axons was calculated in ImageJ as an area in pixels in each image occupied by both myelin and axons dived by the axonal density as described [56, 57]. In each experiment, 5 images per coverslip and 2 coverslips per condition were analyzed.

### Metabolic activity and cytotoxicity

Metabolic activity of cells was assessed by 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide (MTT; Sigma)-reduction, while cytotoxicity was analyzed with a lactate dehydrogenase (LDH; Roche) assay. For the MTT-reduction assay, 500 μg/mL MTT was added to each well and left to incubate for 4 h at 37 °C. Cells were resuspended in dimethylsulfoxide and absorption was measured at 570 nm. Data represent values relative to control. LDH assays were performed according to manufacturer’s instructions using the medium of the cells from the MTT-reduction assay and related to LDH in medium of lysed untreated cells.

### Statistics

Data are expressed as mean ± standard error of the mean (SEM) for at least three independent experiments. When relative values of groups were compared to NCM, no ECM, control ACM, or control ECM coatings, statistical analysis was performed with a one-sample *t* test by setting the untreated control values at 1 in each independent experiment. In all cases, *p* values of < 0.05, < 0.01, and < 0.001 were considered significant and indicated with *, **, and ***, respectively. When values between two groups of the same cell culture preparations (wmACM versus gmACM and wmECM versus gmECM) were compared, statistical significance was assessed using a paired two-sided *t* test. When values between treatment of gmASTRs or wmASTRs on OPC behavior were compared, an unpaired two-sided *t* test was used to assess statistical significance. Here, *p* values of < 0.05, < 0.01, and <v0.001 were considered significant and indicated with ^#^, ^##^, and ^###^, respectively. Statistics were performed using GraphPad Prism 6.0. In heatmaps of RNAseq data FDR-values of < 0.05, < 0.01, and < 0.001 were considered significant and indicated with *, **, ***.

## Results

### Primary adult wmASTRs and gmASTRs are transcriptionally heterogeneous

Previous findings indicate that remyelination is more efficient in GM lesions than in WM lesions [37, 38, 40, 41]. OLGs depend on support from ASTRs to remyelinate denuded axons [4–8], and as gmASTRs and wmASTRs are morphologically and functionally different [27, 28, 31, 32], we aimed to address whether gmASTRs and wmASTRs distinctly modulate myelination. As cultured neonatal gmASTRs are still considered as (reactive) ASTR progenitors [58, 59], we used an in vitro culture model of ASTRs derived from young adult rat brains [51]. These primary ASTRs exhibit properties like the expression of ASTR markers, glutamate uptake, and responses to injury, that represent their properties in the adult brain [51]. To assess whether primary adult gmASTRs and wmASTRs differ, the transcriptional profiles of ASTRs from the cerebral cortex (GM, referred to as gmASTRs) and non-cortical brain regions (mainly WM, referred to as wmASTRs, but including some deep gmASTRs) were compared after 20 days in culture (Fig. 1a). 

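RNA from 6 gmASTR and 6 wmASTR culture preparations was sequenced with a 3′ mRNA library kit. The kit reads the end of each polyadenylated transcript, so that a count, which is a number of reads, does not grow with transcript length. The authors aligned the reads to the rat genome, counted them on Ensembl genes without regard to strand, and deposited the counts of 17941 genes and, as a separate table, those of the 9394 genes that passed their filter on low counts. Neither table was normalized. Between 4920488 and 6356487 reads per gmASTR library were counted on genes and between 5363330 and 7207118 per wmASTR library, a difference in total count that was within the spread of the libraries (exact permutation test, two-sided, p = 0.216). At this depth 3 counts, taken here as the lowest count that shows a transcript, were worth 0.416 to 0.610 CPM.

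The filtered table held exactly the genes with at least 2 counts in at least 11 of the 12 libraries, so a gene transcribed in gmASTRs or wmASTRs only was not in it. Genes of the filtered table were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 9394 genes (named quasi-likelihood FDR from here on). A positive log2 fold change (log2FC) stands for more transcript in gmASTRs, and its standard error is given as SE. For named genes outside that table, the same test was run on the 15478 genes of the larger table with at least 1 count. CPM values are means ± SD over 6 libraries and were computed from the total count of each library in the table in which the gene was tested. The count tables list genes by Ensembl identifier only. Names were taken from additional file 1, of which the list of all genes was read for 1999 of its 10970 genes, those with the largest positive fold change. In total 2095 names were paired with an identifier, 1593 of them in the filtered table. Counts of overlapping genes and of near-identical paralogs are uncertain, as the counting did not use strand and does not tell such copies apart.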

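Of the 12 ASTR-specific genes depicted in Fig. 1b, 8 had a mean CPM above 20 in both gmASTRs and wmASTRs, and this number did not change with TMM-scaled CPM or with the totals of the unfiltered table. *Gja1* reached 4813 ± 627 CPM in gmASTRs and 4389 ± 1247 CPM in wmASTRs. *Vim* had 2899 ± 236 CPM in gmASTRs and 2365 ± 97.2 CPM in wmASTRs. *Mfge8* had 929 ± 276 CPM in gmASTRs and 2752 ± 1337 CPM in wmASTRs. The other 4 ASTR-specific genes, *Aqp4*, *Gfap*, *Slc1a3* and *Gjb2*, did not pass 20 CPM in both groups. *Slc1a3* had 8.25 CPM in gmASTRs and 21.4 CPM in wmASTRs, and *Aqp4* 0.200 and 3.69 CPM.

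Of the 4 OPC-specific genes, *Cspg4* and *Pdgfra* passed 20 CPM in both groups. *Cspg4* had 22.2 ± 9.32 CPM in gmASTRs and 79.3 ± 64.5 CPM in wmASTRs, a log2FC of -1.92 (SE 0.43, quasi-likelihood FDR = 0.00577). *Pdgfra* had 79.0 ± 23.6 and 95.2 ± 34.9 CPM, which did not differ (log2FC -0.32, SE 0.24, quasi-likelihood FDR = 0.447). Among the mature OLG-specific genes, *Mbp* was counted at most 16 times in a gmASTR library and 29 to 164 times in the wmASTR libraries, or 0.713 ± 1.29 against 16.5 ± 8.72 CPM. Its log2FC was -4.61 (SE 0.75, quasi-likelihood FDR = 0.000158), and -6.24 to -4.31 with each library left out in turn. Named here after their values were seen, *Myrf* was higher in gmASTRs (12.3 ± 6.69 against 2.80 ± 1.52 CPM, log2FC 2.05, SE 0.54, quasi-likelihood FDR = 0.0165), and *Tppp3* did not differ (1.33 ± 1.04 against 2.47 ± 1.57 CPM, log2FC -0.92, SE 0.95, quasi-likelihood FDR = 0.602). *Enpp6* and *Mog* were not paired with an identifier and are not reported here.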

Analysis of CNS cell type-specific gene expression revealed a high abundance of transcripts of most ASTR-specific genes (e.g., *Vim*, *Mfeg8*, *Gja1*), and relatively low expression of OPC- (e.g., *Cspg4*, *Pdgra*), newly formed OLG- (e.g., *Enpp6*), and mature OLG-specific (e.g., *Mbp*, *Mog*) genes. 

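The 4 microglia-specific genes and the 3 named endothelial genes of Fig. 1b all had a mean CPM below 20 in at least 1 group. *Irf8* was measured at 0.600 ± 0.669 CPM in gmASTRs and 2.07 ± 1.65 CPM in wmASTRs, and the groups did not differ (log2FC -1.81, SE 1.29, quasi-likelihood FDR = 0.425). Both other microglial genes named in the text were higher in wmASTRs. *Aif1* had 1.44 ± 1.19 against 8.34 ± 6.47 CPM (log2FC -2.57, SE 0.72, quasi-likelihood FDR = 0.0242, but 0.104 without wmASTR replicate 4 and 0.0503 with the replicate number as a block), and *Ncf1* had 2.08 ± 1.80 against 13.8 ± 7.58 CPM (log2FC -2.79, SE 0.64, quasi-likelihood FDR = 0.00523). *Irf5*, named here after its values were seen, had 6.60 ± 3.84 CPM in gmASTRs and 6.55 ± 4.53 CPM in wmASTRs and did not differ (log2FC -0.056, SE 0.62, quasi-likelihood FDR = 0.970). Not all microglial transcripts were this low. Of 6 named genes of a separate microglia list, 1, *C1qa*, passed 20 CPM in both groups (21.4 CPM in gmASTRs, 99.6 CPM in wmASTRs). *Laptm5* passed it in wmASTRs only (8.46 and 44.7 CPM). Both were named here after their values were seen. Of the endothelial genes, *Egfl7* was at 7.84 ± 5.72 CPM in gmASTRs and 10.4 ± 5.75 CPM in wmASTRs, without a difference (log2FC -0.46, SE 0.47, quasi-likelihood FDR = 0.601). *Vwa1* was at 0.513 ± 0.553 CPM in gmASTRs and 5.42 ± 2.22 CPM in wmASTRs, with no overlap of the libraries (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 libraries against 6 allow). The neuronal gene *Tubb3* was at 4.73 ± 3.00 against 16.7 ± 10.7 CPM (log2FC -1.88, SE 0.47, quasi-likelihood FDR = 0.0126). Without wmASTR replicate 4, where *Tubb3* reached 37.2 CPM, its FDR was 0.0509. *Cldn5*, *Reln* and *Trp73* were not paired with an identifier.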

Genes typically expressed by microglia (e.g. *Irf8*, *Af1*, *Ncf1*), endothelial cells (e.g., *Cldn5*, *Egfl7*, *Vwa1*), and neurons (e.g., *Tubb3*, *Reln*, *Trp73*) also have a low abundance (Fig. 1b). These data indicate that both adult gmASTRs and wmASTRs cultures consisted of highly pure astrocytes. 

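A principal component analysis of log2(CPM + 1) over the 9394 genes, with TMM-scaled library sizes and without scaling of the genes, placed 31.1% of the variance on the first component (PC1) and 10.5% on the second. Scores on PC1 ran from -2.82 to 44.2 in gmASTRs and from -38.0 to -12.8 in wmASTRs, so that the groups did not overlap (exact permutation test, two-sided, p = 0.00216). The library nearest to the other group was gmASTR replicate 5, at -2.82, while the remaining gmASTRs lay between 15.2 and 44.2. Of the variance on PC1, 80.0% lay between gmASTRs and wmASTRs. Over all components together, 26.3% of the variance lay between them. The share on PC1 depended most on the choice of genes and of transformation, and with DESeq2's variance-stabilizing transformation of the 500 most variable genes it was 73.9%. With each library left out in turn it stayed between 29.6% and 34.3%.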

Principal component analysis (PCA) indicated that 74% of the variance between the samples was explained by region of origin of the ASTRs (Fig. 1c), indicating that primary adult gmASTR and wmASTRs were transcriptionally different. Between gmASTR and wmASTRs, 857 genes were differentially expressed (FDR < 0.01), and 183 genes with a logFC > 2. Of these genes, 75 genes were more abundantly expressed in gmASTRs (additional file 1) and 108 genes in wmASTRs (additional file 1). 

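Of the 9394 genes tested, 553 had a quasi-likelihood FDR under 0.01, and 86 of these had an absolute log2FC above 2. For 362 of the 553 genes, all 6 gmASTR libraries lay above or below all 6 wmASTR libraries. Over the whole table 5.78% of the genes were separated in this way, against 0.216% that chance gives for 6 libraries against 6. Of the other tests, DESeq2's Wald test gave the most, 857 genes with FDR under 0.01, 550 of them among the 553, and 107 with an absolute log2FC above 2. Of the single libraries, gmASTR replicate 5 had the largest effect, and without it 861 genes had a quasi-likelihood FDR under 0.01, while leaving out any other library gave between 370 and 494 genes. On simulated counts with 200 changed genes, made from the means and totals of these libraries, the test recovered 79% to 84.5% of the changed genes in 3 simulations and made 0 to 3 false calls. Every simulated gene had the same dispersion, 0.1, and no simulated library lay apart from its group. These rates therefore show that the procedure works and are not those of the real libraries.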

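Among the genes with a quasi-likelihood FDR under 0.01, 239 were higher in gmASTRs and 314 in wmASTRs, and with a log2FC above 2 these numbers were 35 and 51. Without TMM normalization, 308 genes were higher in gmASTRs and 283 in wmASTRs, and 37 and 47 with a log2FC above 2. With RLE size factors the numbers were 233 and 317, and 35 and 51. With the replicate number as a block, 147 genes were higher in gmASTRs and 229 in wmASTRs.

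Ranked by fold change among the genes of the filtered table with a mean CPM of at least 20 and no overlap between groups, the genes with the largest difference towards gmASTRs were *Cldn11* (1852 ± 1442 CPM in gmASTRs, 27.6 ± 28.0 CPM in wmASTRs, log2FC 5.98, SE 0.75), *Mfap5* (log2FC 3.87, SE 0.33), *Tm4sf1* (log2FC 3.76, SE 0.52), *Efemp1* (log2FC 2.85, SE 0.64) and *Scd2*. *Mfap5* had 760 ± 330 CPM in gmASTRs and 49.4 ± 12.5 CPM in wmASTRs, and gmASTR replicate 5 had 144 CPM where the other gmASTR libraries had 723 to 1067 CPM. Towards wmASTRs the largest differences were those of *Cdh2*, *Ltbp1*, *Tf* (6.69 ± 2.77 CPM in gmASTRs, 83.4 ± 46.1 CPM in wmASTRs, log2FC -3.71, SE 0.36), *Esam* (log2FC -3.67, SE 0.62) and *Ccl2*. The quasi-likelihood FDR of these 10 genes was at most 0.00611.

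**Figure D1:**
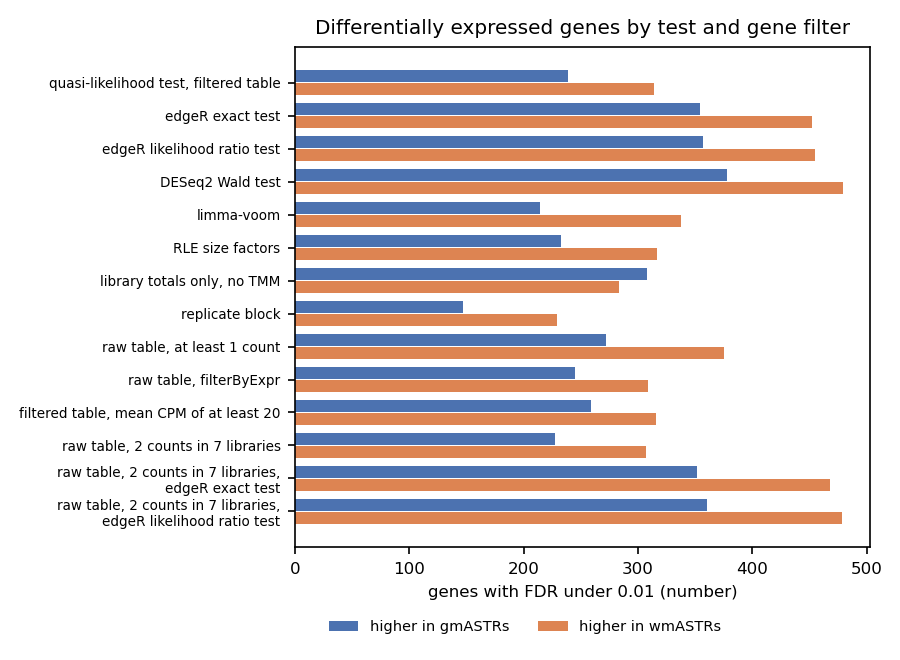
Number of genes with FDR under 0.01 (horizontal axis) that were higher in gmASTRs (blue) or in wmASTRs (orange), for the quasi-likelihood test on the filtered table (top, 239 and 314 genes) and for other tests, scalings and gene filters. The bars of gmASTRs are the longer ones only with library totals and no TMM normalization (308 against 283 genes).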

Genes that were more abundantly expressed in wmASTRs include several ECM-related genes (*Fbln2*, *Eln*, *Postn*, *Itga1*), while in gmASTRs, genes involved in lipogenesis (*Scd*, *Scd2*) and Wnt signaling (*Rspo2*, *Wnt16*) were more abundantly expressed. 

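All 4 ECM-related genes were separated between the groups without overlap of the libraries. *Fbln2* had 1.74 ± 2.29 CPM in gmASTRs and 80.8 ± 51.5 CPM in wmASTRs. As it had fewer than 2 counts in several gmASTR libraries, it was tested in the larger table, with a log2FC of -5.67 (SE 0.59, quasi-likelihood FDR = 8.09e-07). This log2FC was -6.60 to -5.30 with each library left out in turn. *Eln* rose from 70.3 ± 32.9 CPM in gmASTRs to 374 ± 133 CPM in wmASTRs (log2FC -2.47, SE 0.30, quasi-likelihood FDR = 5.25e-05), *Postn* from 19.3 ± 6.66 to 147 ± 60.3 CPM (log2FC -2.997, SE 0.30, quasi-likelihood FDR = 8.27e-06) and *Itga1* from 25.3 ± 10.5 to 157 ± 73.3 CPM (log2FC -2.70, SE 0.29, quasi-likelihood FDR = 2.05e-05). In wmASTR replicate 4, *Itga1* reached 306 CPM, while the other wmASTR libraries had 117 to 137 CPM. Without that library its log2FC was -2.39.

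The lipogenic genes *Scd* and *Scd2* are paralogs, so the division of reads between them is uncertain. *Scd* had 91.2 ± 34.3 CPM in gmASTRs and 14.2 ± 3.74 CPM in wmASTRs (log2FC 2.61, SE 0.24, quasi-likelihood FDR = 5.62e-06), and *Scd2* had 2158 ± 728 and 333 ± 189 CPM (log2FC 2.63, SE 0.31, quasi-likelihood FDR = 4.21e-05). Of the Wnt-related genes, *Rspo2* was counted 170 to 2650 times in gmASTR libraries and 0 to 95 times in wmASTR libraries (214 ± 179 against 3.54 ± 4.93 CPM, log2FC 5.76, SE 0.64, quasi-likelihood FDR = 1.72e-06). This difference was not called by limma-voom, where its adjusted p was 0.0617. The log2FC of *Rspo2* was 5.30 to 6.91 with each library left out in turn. *Wnt16* had 53.4 ± 29.3 CPM in gmASTRs and 2.12 ± 2.60 CPM in wmASTRs (log2FC 4.50, SE 0.63, quasi-likelihood FDR = 3.44e-05).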

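*Cdh1* (ENSRNOG00000020151), the gene of E-cadherin, had 891 ± 425 CPM in gmASTRs and 26.3 ± 44.1 CPM in wmASTRs, a log2FC of 5.01 (SE 0.85, quasi-likelihood FDR = 0.000742). Its libraries overlapped, as gmASTR replicate 5 had 87.7 CPM and wmASTR replicate 3 had 114 CPM. The other 5 gmASTR libraries had 816 to 1323 CPM and the other wmASTR libraries at most 26.2 CPM. With each library left out in turn, the log2FC of *Cdh1* was 4.75 to 6.55. *Cdh2* (ENSRNOG00000015602), the gene of N-cadherin, went the opposite way, with 2.94 ± 2.98 CPM in gmASTRs and 46.2 ± 33.9 CPM in wmASTRs (log2FC -4.03, SE 0.62, quasi-likelihood FDR = 0.00041). Every wmASTR library, from 13.5 to 107 CPM, lay above every gmASTR library, of which the highest had 8.37 CPM.

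**Figure D2:**
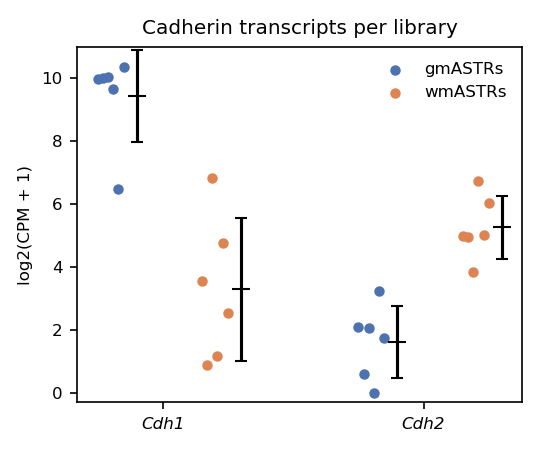
Transcript levels of *Cdh1* and *Cdh2* as log2(CPM + 1) on the vertical axis, 1 point per library, for 6 gmASTR (blue) and 6 wmASTR (orange) libraries, with black bars for the mean ± SD. The lowest gmASTR point and the highest wmASTR point of *Cdh1* overlap (87.7 and 114 CPM), while the points of *Cdh2* are separated.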

Strikingly, two different members of the cadherin family are opposingly differentially expressed; *Cdh2* encoding for N-cadherin was more abundantly expressed in wmASTRs, while transcripts for *Cdh1* encoding for E-cadherin were more present in gmASTRs (Fig. 1d). We next compared the transcription profiles with the list of marker genes characteristic for reactive ASTRs in general (pan-reactive genes) and marker genes for neurotoxic A1-ASTRs and neuroprotective A2-ASTRs as defined by Liddelow et al [22]. Most pan-reactive ASTR marker genes were more abundantly expressed in primary adult wmASTRs than in primary adult gmASTRs (Fig. 1e, *Lcn2*, FDR = 0.021; *Gfap*, *Timp1*, and *Hsbp1* FDR < 0.001). 

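Of the 10 pan-reactive genes of Fig. 1e, 7 were in the filtered table, of which 6 were higher in wmASTRs and 3 with a quasi-likelihood FDR under 0.05. When adjusted over the list alone, 5 genes were higher in wmASTRs and 1 in gmASTRs. *Timp1* had 179 ± 38.5 CPM in gmASTRs and 270 ± 35.7 CPM in wmASTRs (log2FC -0.65, SE 0.15, quasi-likelihood FDR = 0.00576), and *Hsbp1* had 343 ± 115 and 627 ± 119 CPM (log2FC -0.93, SE 0.20, quasi-likelihood FDR = 0.00474). *Vim* was the gene of the list that was not higher in wmASTRs (log2FC 0.23, SE 0.088, quasi-likelihood FDR = 0.0987). Of the genes outside the filtered table, *Lcn2* was counted 0 to 12 times in gmASTR libraries and 8 to 124 times in wmASTR libraries, where replicate 4 held the highest value (21.8 CPM, against at most 6.53 CPM in the others). Its log2FC was -3.35 (SE 1.05, quasi-likelihood FDR = 0.0492), and the FDR was 0.260 without wmASTR replicate 4. The FDR of *Lcn2* passed 0.05 in 7 of the 12 fits that each left out one library.

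For each library, a list score was taken as the mean over the list's genes of their z-scores across the 12 libraries. The score of the pan-reactive genes was -0.478 ± 0.553 in gmASTRs and 0.478 ± 0.303 in wmASTRs, a difference of -0.956 (exact permutation test, two-sided, p = 0.00866, and 0.0162 after Benjamini-Hochberg adjustment over 6 lists). The highest gmASTR score, 0.364 in replicate 5, lay within the range of the wmASTRs. With edgeR's camera test and a correlation between genes that was estimated from the list, the adjusted p was 0.0870, while the fry test gave 0.00192.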

Notably, transcript levels for some A1-ASTR-associated genes were more present in wmASTRs (*Ggta1* FDR = 0.002; *Fbln5* FDR = 0.005; *Ugt1a* FDR = 0.008), while transcripts of two A2-ASTR-associated genes (*S100a10* and *Emp1* FDR < 0.001) were more abundant in gmASTRs (Fig. 1e). 

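Of the 11 A1-specific genes, 10 were in the filtered table and 3 of them had a quasi-likelihood FDR under 0.05, all with more transcript in wmASTRs (4 when adjusted over the list alone). *Ggta1* had 7.04 ± 4.35 CPM in gmASTRs and 20.0 ± 9.90 CPM in wmASTRs (log2FC -1.57, SE 0.41, quasi-likelihood FDR = 0.0165, and 0.0583 without wmASTR replicate 4). *Fbln5* had 83.0 ± 11.6 and 113 ± 10.2 CPM, with no overlap of the libraries (log2FC -0.51, SE 0.13, quasi-likelihood FDR = 0.0114). *Ugt1a* had 47.5 ± 16.9 and 79.1 ± 20.6 CPM (log2FC -0.80, SE 0.22, quasi-likelihood FDR = 0.0234), and its FDR was between 0.00988 and 0.0644 with each library left out in turn. The remaining A1-specific genes went both ways, and 4 of the 10 were higher in gmASTRs.

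Among the 10 A2-specific genes, 9 were in the filtered table, of which 3 were higher in gmASTRs and 1 in wmASTRs with a quasi-likelihood FDR under 0.05. *S100a10* had 1123 ± 129 CPM in gmASTRs and 714 ± 85.3 CPM in wmASTRs (log2FC 0.59, SE 0.10, quasi-likelihood FDR = 0.000885). *Emp1* (ENSRNOG00000008676) had 948 ± 210 and 433 ± 102 CPM (log2FC 1.07, SE 0.15, quasi-likelihood FDR = 0.000152). In the authors' sheet of A2 genes, however, the values under *Emp1* are those of *Efemp1* and those under Tm4sf are those of *Tm4sf4*. Here *Emp1* and *Tm4sf1* were used. *Efemp1* was also higher in gmASTRs (log2FC 2.85, SE 0.64, quasi-likelihood FDR = 0.00611).

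The list scores differed by -0.375 between gmASTRs and wmASTRs for the A1-specific genes (exact permutation test, two-sided, p = 0.0238) and by 0.433 for the A2-specific genes (p = 0.0173). After adjustment over the 6 lists, p was 0.0238 and 0.0208. With the identifiers behind the values of the authors' sheet, chosen after seeing the data, the A2 difference was 0.314 (exact permutation test, adjusted p = 0.0455). In edgeR's camera test the A1-specific genes did not differ (adjusted p = 0.130 with the preset correlation of 0.01 and 0.145 with an estimated correlation), and they did in the fry test (0.00916). The A2-specific genes had an adjusted p of 0.0144 in camera, 0.0443 with an estimated correlation and 0.000227 in fry. With the replicate number as a block, the A2 difference had an adjusted p of 0.0625 (exact permutation test over 64 swaps) and of 0.0897 in camera with an estimated correlation.

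**Figure D3:**
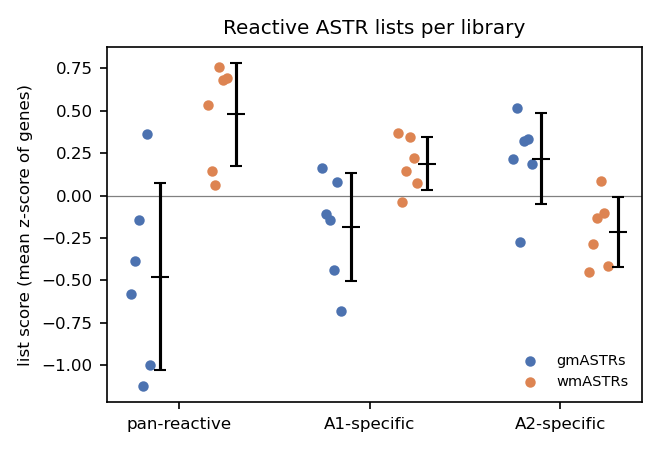
List score (mean z-score of the list's genes, vertical axis) of the pan-reactive, A1-specific and A2-specific genes, 1 point per library, in 6 gmASTR (blue) and 6 wmASTR (orange) libraries, with black bars for the mean ± SD. The mean is lower in gmASTRs for pan-reactive (-0.478 against 0.478) and A1-specific genes and higher for A2-specific genes, and the points of all 3 lists overlap.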

Although *Gfap* mRNA expression was relatively low in both types of ASTRs, GFAP protein was present at detectable levels (Fig. 1f). 

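*Gfap* (ENSRNOG00000002919) had 0 counts in each of the 6 gmASTR libraries, which allows a level of up to 0.610 CPM in the library with the fewest counts. In wmASTR libraries it was counted 8 to 60 times, or 3.29 ± 3.59 CPM, so *Gfap* was at least 5.40-fold higher in wmASTRs, and at least 3.02-fold without wmASTR replicate 4 (quasi-likelihood FDR = 0.0019 in the larger table, as the gene was not in the filtered table). The 60 counts, 10.6 CPM, came from wmASTR replicate 4, and the other wmASTR libraries had 1.39 to 2.58 CPM. With each library left out in turn, the FDR of *Gfap* was 0.00157 to 0.0157.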

Consistent with *Gfap* mRNA levels (Fig. 1e), GFAP protein levels were significantly higher in wmASTRs compared to gmASTRs (Fig. 1g), most likely due the low expression of a GFAP splice variant by gmASTRs (Fig. 1f). Notably, although previous profiling studies demonstrated that primary neonatal gmASTRs cultured in the presence of serum induces the expression of a specific set of genes [59], none of these serum-induced genes were expressed by our primary adult ASTRs. Hence, primary adult wmASTRs and gmASTRs were heterogeneous at the transcription level even upon prolonged time in culture. 

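The difference between gmASTRs and wmASTRs was larger than that between other groupings of the same cultures. When the 12 libraries were divided into 6 and 6 in 100 ways, the division by region gave the largest number of genes with a quasi-likelihood FDR under 0.01, and the next largest number was 201, for the division in which gmASTR replicate 5 and wmASTR replicate 3 had changed places. All libraries were made after 20 days in culture, so they show the difference at that time and not its course.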

To assess whether gmASTRs and wmASTRs distinctly modulate myelination efficiency, their ability to regulate in vitro myelination was examined next.

**Fig. 1:**
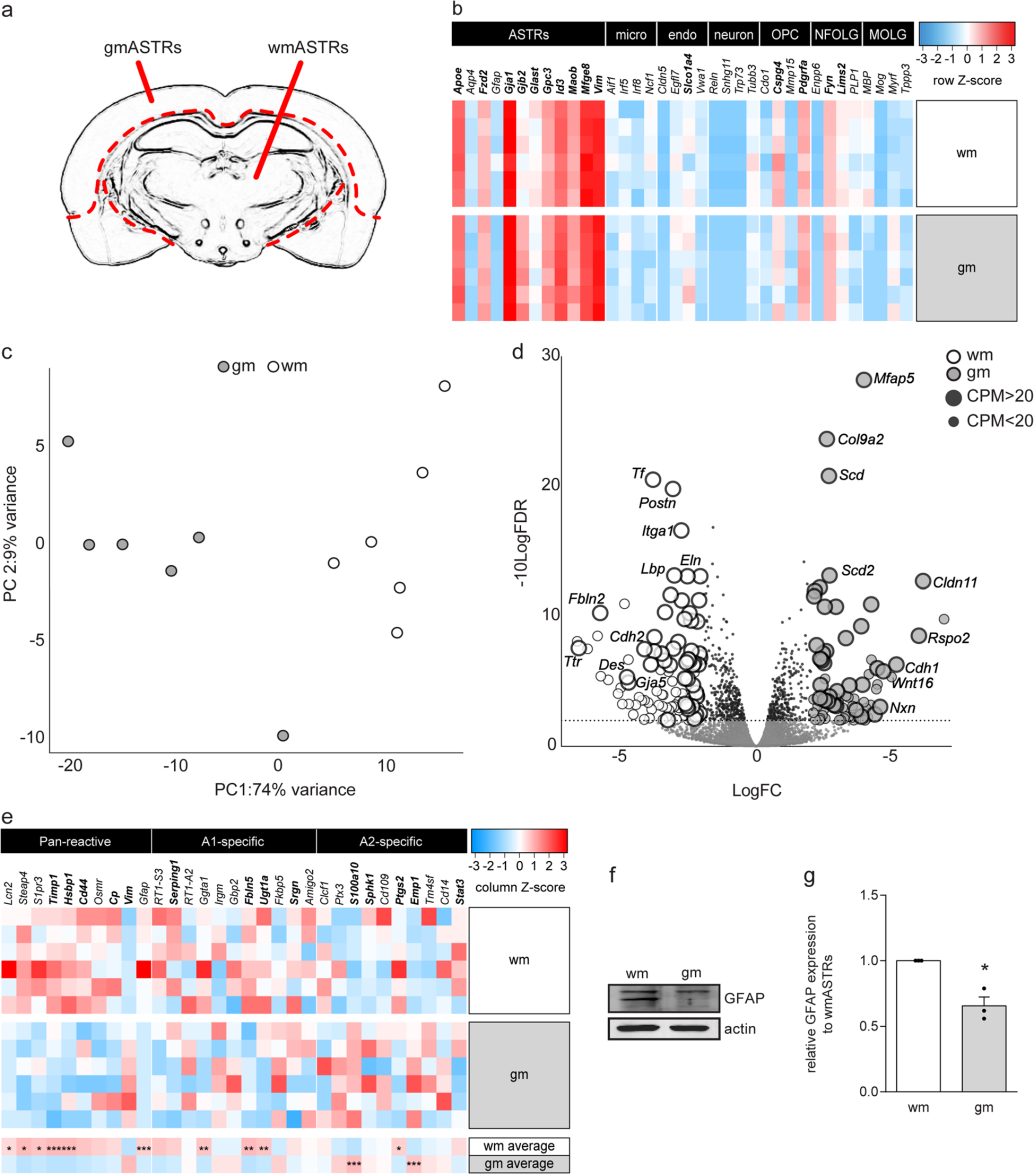
Primary adult wmASTRs and gmASTRs are transcriptionally heterogeneous. RNA from six independent cell culture preparations of adult grey matter astrocytes (gmASTRs) and adult white matter ASTRs (wmASTRs), was subjected to 3′-RNA sequencing. **a** Schematic representation of the dissected areas. **b** Heatmap of the logarithm of the gene count per million counts + 1 (log(CPM+1)) of genes specific for ASTRs, microglia (micro), endothelial cells (endo), neurons (neuron), oligodendrocyte progenitor cells (OPCs), newly formed oligodendrocytes (nfOLGs)-, and mature oligodendrocytes (mOLGs). Row Z-score represents relative expression of cell type-specific genes compared to each other within one biological sample. Genes with a CPM > 20 are depicted in bold. Note that most ASTR genes are highly expressed within different batches compared to other cell type-specific genes. **c** Principal component analysis (PCA) indicates that 74% of the variation between the samples is explained by their regional origin. **d** A volcano plot displaying all genes. The white dots depict genes more abundantly expressed in wmASTRs, and grey dots display genes more abundantly expressed in gmASTRs (absolute logarithm of fold change (logFC) > 2, FDR < 0.01). The small black dots are all remaining genes that are identified but not differentially expressed. **e** Heatmap of pan-reactive-, A1-, and A2-specific ASTR markers. Column Z-score represents the relative expression of genes between different samples. Genes with a CPM > 20 are depicted in bold (*FDR < 0.05, **FDR < 0.01, ***FDR < 0.001). Note that several pan-reactive and A1-ASTR-specific genes are more expressed in wmASTRs, while some A2-ASTR-specific genes are more expressed in gmASTRs. **f**, **g** Western blot analysis of GFAP. A representative image is shown in **f**, and quantification of three independent ASTR culture preparations (black dots) in **g**. Bars represent the relative mean to wmASTRs, which were set to 1 in each independent experiment. Error bar indicates the standard error of the mean. Statistical analyses are performed using column statistics with a one-sample *t* test (*p < 0.05) to assess differences between gmASTRs and wmASTRs. Note that GFAP expression is higher in wmASTRs (*p* = 0.038)

### Primary adult wmASTRs are less supportive to myelination than primary adult gmASTRs

To study the role of gmASTRs and wmASTRs in myelination efficiency, we made use of an in vitro myelinating system of total embryonic spinal cord cultures that only develop on an ASTR feeding layer [57]. Myelination efficiency was assessed by double labeling of myelin and neurons, using myelin basic protein (MBP) as a marker for myelin, and neurofilament-H (NF) as a marker for neurons. While the axonal density was not significantly different (gmASTRs 8.3 ± 2.4%, wmASTRs 7.1 ± 1.2%), the percentage of myelinated axons was higher on a feeding layer of gmASTRs than on a feeding layer of wmASTRs (Fig. 2a, b, *p* = 0.016). This difference in their ability to support in vitro myelination is either a result of wmASTR-derived myelination-inhibiting or gmASTR-derived myelination-stimulating signals. ASTRs can signal to OPCs via secreted soluble factors, such as growth factors and cytokines, via insoluble factors, such as ECM proteins, and via adhesive interactions. 

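Of the 19 modulators of OPC behavior in Fig. 2c, 18 were in the filtered table, and 15 of these were higher in wmASTRs. With a quasi-likelihood FDR under 0.05, 13 genes were higher in wmASTRs and 1 in gmASTRs (15 and 1 when adjusted over the list alone). The list score was -0.568 ± 0.304 in gmASTRs and 0.568 ± 0.206 in wmASTRs, with no overlap of the libraries (difference -1.14, exact permutation test, two-sided, p = 0.00216, and 0.00649 after adjustment over the 6 lists). This difference was called in edgeR's camera (adjusted p = 2.66e-11), with an estimated correlation (0.00521) and in fry (8.19e-05).

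Fig. 2c lists *Pdgfa*, which had 62.7 ± 9.20 CPM in gmASTRs and 109.5 ± 40.0 CPM in wmASTRs (log2FC -0.87, SE 0.19, quasi-likelihood FDR = 0.00606), whereas *Pdgfra* did not differ. *Fgf2*, in the larger table only, was counted 0 to 7 times in gmASTR libraries and 11 to 57 times in wmASTR libraries (log2FC -3.88, SE 0.98, quasi-likelihood FDR = 0.0124). Its log2FC was -4.92 to -3.61 with each library left out in turn. *Vcan* had 26.2 ± 12.1 and 61.0 ± 23.8 CPM (log2FC -1.29, SE 0.28, quasi-likelihood FDR = 0.00526), *Igf1* 7.80 ± 4.81 and 28.8 ± 9.80 CPM (log2FC -1.94, SE 0.43, quasi-likelihood FDR = 0.00545) and *Tgm2* 22.4 ± 18.5 and 96.8 ± 27.9 CPM (log2FC -2.17, SE 0.46, quasi-likelihood FDR = 0.00391). A smaller difference was found for the fibronectin gene *Fn1* (3287 ± 717 against 4640 ± 877 CPM, log2FC -0.56, SE 0.15, quasi-likelihood FDR = 0.0162). *Cntf* was near the floor in gmASTRs (1.40 ± 1.05 against 5.34 ± 2.79 CPM, log2FC -1.98, SE 0.61, quasi-likelihood FDR = 0.0395), and its FDR passed 0.05 in 8 of the 12 fits that each left out one library and was 0.126 with the replicate number as a block.

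No difference at an FDR of 0.05 was found for 4 of the 18 genes. *B4galt6* had a log2FC of 0.17 (SE 0.22, quasi-likelihood FDR = 0.710). *Bmp4* had 40.0 ± 23.9 and 67.1 ± 12.8 CPM (log2FC -0.79, SE 0.29, quasi-likelihood FDR = 0.0868), but without gmASTR replicate 5 its log2FC was -1.19 with an FDR of 0.000983, and with the replicate number as a block its FDR was 0.0285. *Jag1* had 124 ± 25.7 and 164 ± 29.4 CPM (log2FC -0.46, SE 0.15, quasi-likelihood FDR = 0.0607), and DESeq2's Wald test called it with an adjusted p of 0.0389, as did the block (0.0492). *Gja1* did not differ (log2FC 0.076, SE 0.17, quasi-likelihood FDR = 0.835), and the sign of its log2FC changed to -0.061 without wmASTR replicate 4.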

The transcriptional profiles uncovered that wmASTRs expressed more transcripts of both positive and negative regulators of OPC proliferation (*Pdgfra*, *Fgf2* [52, 60, 61]) and OPC maturation (*Bmp4*, *Cntf*, *Timp1*, *Fn*, *Vcan*, *Tn*c, *Jag1*, *Igf1*, *Gja1, Tgm2* [62–71]) than gmASTRs (Fig. 2c). To determine whether wmASTRs and gmASTRs differentially support OPC behavior by a difference in secreted factors, the effect of ASTR-conditioned medium (ACM) of either ASTR on OPC proliferation, metabolic activity, and/or maturation was examined (Fig. 3a–c). OPC proliferation, as assessed by the number of Ki67-positive cells of A2B5-positive OPCs, was similar when OPCs were exposed to gmACM, wmACM, and non-conditioned medium (NCM) (Fig. 3d). After 6 days of differentiation, the metabolic activity, as assessed by an MTT assay, was increased upon exposure to gmACM compared to both wmACM and NCM (Fig. 3d, gmACM versus NCM *p* = 0.016; gmACM versus wmACM *p* = 0.033). Remarkably, ACM from neither ASTR was toxic to the cells (Fig. 3d), despite wmASTRs more abundantly expressing specific genes for neurotoxic A1-ASTRs (Fig. 1e). In addition, while the percentage of MBP-positive OLGs, reflecting their differentiation, remained similar, the percentage of MBP-positive OLGs that elaborate myelin membranes was significantly decreased in the presence of wmACM compared to NCM (Fig. 3c, d, *p* = 0.005). Exposure to gmACM did not affect OPC differentiation or myelin membrane formation (Fig. 3d). To examine the effect of ASTR-derived ECM on OPC behavior, OPCs were cultured on coatings of gmECM or wmECM. OPC proliferation was significantly increased when OPCs were plated on a gmECM coating compared to an inert PLL-coating (no ECM, Fig. 3e, f, *p* = 0.041). OPC proliferation was not affected by a wmECM coating (Fig. 3d–f). OPC differentiation and myelin membrane formation were not altered when plated on either gmECM or wmECM coatings compared to a PLL-coating (Fig. 3f). Hence, these findings revealed that wmASTRs were less supportive to in vitro myelination than gmASTRs, which may be the result of an inhibitory effect of wmASTR-derived secreted factor(s) that preclude myelin membrane formation and/or a stimulatory effect of gmASTR-deposited ECM on OPC proliferation. To obtain more insight into the gene networks that drive the distinct regulation of myelination by gmASTRs and wmASTRs, a weighted gene co-expression network analysis (WGCNA) was performed.

**Fig. 2:**
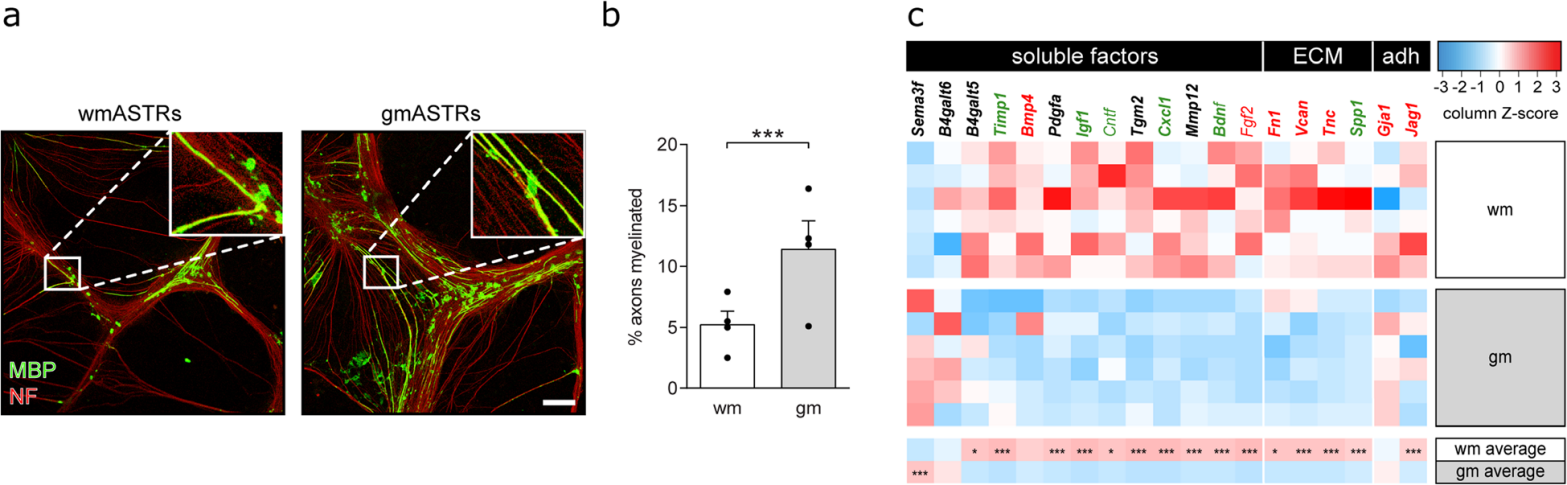
WmASTRs are less supportive to in vitro myelination. **a**, **b** In vitro myelination cultures that depend on a feeding layer of astrocytes (ASTRs) are stained for myelin basic protein (MBP, green) and neurofilament-H (NF, red), a myelin and axonal marker, respectively. Representative images of myelinating cultures on either adult white matter (wm) ASTRs or adult grey matter (gm) ASTRs are shown in **a** and quantification of the percentage of myelinated axons of four independent culture preparations and four independent ASTR culture preparations (black dots) in **b**. Bars represent the % of myelinated axons. Error bars represent standard error of the mean. Note that less axons are myelinated on a feeding layer of wmASTRs than on a feeding layer of gmASTRs. Scale bar is 25 μm. **c** RNA from six independent cell culture preparations of adult gmASTRs and wmASTRs was subjected to 3′-RNA sequencing. Heatmap with literature-based genes of positive and negative regulators of OPC proliferation and differentiation by gmASTRs and wmASTRs is shown. Column Z-score represents the relative expression of genes between different samples. Positive regulators of OPC differentiation are indicated in green; negative regulators in red (*FDR < 0.05, **FDR < 0.01, ***FDR < 0.001).

**Fig. 3:**
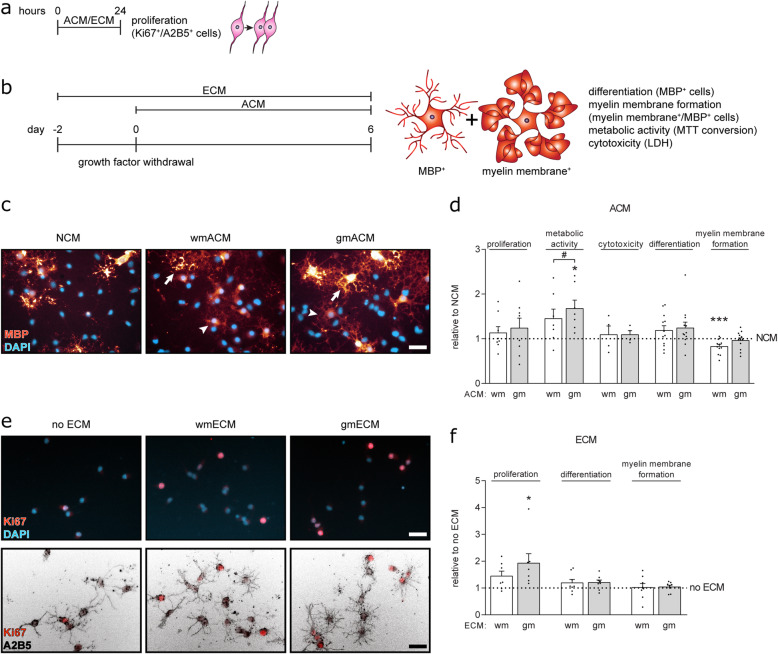
Secreted factors from wmASTRs inhibit myelin membrane formation. **a**–**f** Oligodendrocyte progenitors cells (OPCs) were cultured with PDGF-AA and FGF2 for 24 h to assess proliferation (% Ki67-positive cells of A2B5-positive cells, schematic representation in **a**), or differentiated into mature oligodendrocytes (OLGs) for 6 days after growth factor withdrawal to assess metabolic activity (MTT), cytotoxicity (LDH), differentiation (% MBP-positive cells), and myelin membrane formation (% myelin membranes formed by MBP-positive cells) (schematic representation in **b**). Assays were performed in the presence or absence of astrocyte (ASTR)-conditioned medium (ACM) or ASTR-derived extracellular matrix (ECM) coatings obtained from primary adult grey matter (gm) or white matter (wm) ASTRs. Representative images of MBP-positive OLGs (red, arrow indicates a MBP-positive cell with myelin membrane, arrowhead a MBP-positive cell without myelin membrane) in the presence of non-conditioned medium (NCM) or ACM are shown in **c**; representative images of proliferation on no ECM (PLL) or ECM coatings stained for Ki67 (red) and A2B5 (black) are shown in **d**. Quantification of assays of 4–12 independent cell culture preparations (black dots) with 4–12 different batches of ACM (**e**) and ECM coatings (**f**) are shown. Bars represent the relative means to NCM (**e**) or no ECM (**f**), which were set to 1 in each independent experiment. Error bars indicate the standard error of the mean. Statistical analyses are performed using column statistics with a one-sample *t* test (*p < 0.05) to assess differences between treatments and control, while a paired two-sided *t* test (*p < 0.05) is used to examine differences between effects of gmACM or gmECM coatings versus respectively wmACM or wmECM coatings. Absolute values of NCM are for proliferation 37.5 ± 22.4%, cytotoxicity 25.9 ± 2.9%, differentiation 48.6 ± 17.6%, and myelin membrane formation 68.0 ± 14.4% and of no ECM for proliferation 17.8 ± 4.8%, differentiation 33.3 ± 4.7%, and myelin membrane formation 65.3 ± 3.8%. Note that upon exposure to wmACM, myelin membrane formation is decreased compared to NCM (*p* = 0.005), while metabolic activity is increased upon gmACM treatment compared to NCM (*p = 0.016) and wmACM treatment (^#^*p* = 0.033) (**c**, **d**). In addition, OPC proliferation is higher on gmECM coatings than on no ECM (*p* = 0.041) (**e**, **f**). Scale bars are 25 μm

### Gene co-expression networks differ between primary adult wmASTRs and gmASTRs

WGCNA is a powerful method that determines correlated changes in gene expression allowing for the identification of modules of similarly expressed gene networks that represent biological functions and regulatory mechanisms [72]. WGCNA analysis identified 14 modules of highly connected genes with similar expression pattern (Fig. S1a, b, additional file 2). 

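A signed co-expression network was built on log2(CPM + 1) of the 9394 genes over the 12 libraries, with a soft power of 10, topological overlap and average linkage. As the dynamic tree cut of the WGCNA package was not used here, branches were divided below a height of 0.99 where both sides held at least 100 genes, and modules were merged at an eigengene dissimilarity of 0.25. This gave 18 modules and left 1426 genes without a module. The number of modules depended on the settings. It was 14 with a soft power of 6 and 45 with a minimum module size of 50. On simulated data with 3 planted groups of correlated genes, the procedure returned 3 modules.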

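For each of the 18 modules, the eigengene (the first principal component of the module's genes) was compared between gmASTRs and wmASTRs with an exact permutation test. After Benjamini-Hochberg adjustment over the modules, 3 eigengenes differed. The 2 largest modules did not overlap between the groups and had an adjusted p of 0.0195. The remaining one, with 478 genes, had an adjusted p of 0.026 and overlapping libraries. With 64 swaps within replicate numbers, these 3 modules had an exact permutation p of 0.03125, the smallest that the swaps allow, and 0.188 after adjustment, so that none was called. Eigengenes are made from the same 12 libraries, so large modules follow the region wherever many genes differ by region.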

The correlation between each Module Eigengene (ME) and the trait region (gmASTRs and wmASTRs) revealed that the MEroyalblue and MEdarkgrey modules were significantly and differentially correlated with region across the biological replicates of gmASTR and wmASTR cell culture preparations (Fig. S1b-d, additional file 2). Module MEroyalblue, consisting of 844 genes, was positively correlated with gmASTRs (*p* < 0.001) and negatively correlated with wmASTRs (Fig. S1b, c, additional file 2). 

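The module that held most cholesterol biosynthesis enzymes, taken here as the counterpart of MEroyalblue, consisted of 1742 genes and was higher in gmASTRs. Its eigengene was 0.258 ± 0.175 in gmASTRs and -0.258 ± 0.0991 in wmASTRs (difference 0.516, exact permutation test, two-sided, p = 0.00216). Replicate 5 had the lowest eigengene of the gmASTRs, -0.0537, and the highest of the wmASTRs was -0.122 in replicate 3. With a minimum module size of 50 the corresponding module had 579 genes and with a soft power of 6 it had 2472 genes, and its eigengene differed by 0.520 and 0.527.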

To retrieve the biological processes the genes of this module are involved in, gene ontology (GO) annotation analysis was performed. Many genes represented in the MEroyalblue module were related to “cell division” (Fig. 4a). Additionally, genes that are enriched in the MEroyalblue module were related to GO terms “sterol biosynthetic process,” “steroid biosynthetic process,” “cholesterol biosynthetic process,” and “secondary alcohol biosynthetic process” (Fig. 4a). 

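A list of 50 cell division genes, set without regard to these data, was used in place of the GO term. Of these, 44 were paired with a name and 42 were in the filtered table, and 37 of the 42 belonged to the module. All 42 were higher in gmASTRs, with log2FC values from 0.47 to 1.56 and a median of 0.97. As names were mostly known for genes with a positive fold change, this count is not evidence on direction by itself. With a quasi-likelihood FDR under 0.05, 23 genes were higher in gmASTRs (35 when adjusted over the list alone). The smallest FDR was that of *Smc2* (143 ± 39.6 CPM in gmASTRs, 67.1 ± 15.7 CPM in wmASTRs, log2FC 1.03, SE 0.17, quasi-likelihood FDR = 0.000742), followed by *Cks2* (log2FC 0.97, SE 0.17) and *Top2a* (log2FC 1.25, SE 0.22).

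The list score was 0.622 ± 0.613 in gmASTRs and -0.622 ± 0.392 in wmASTRs (difference 1.24, exact permutation test, two-sided, p = 0.0108, and 0.0162 after adjustment over the 6 lists). gmASTR replicate 5 had a score of -0.554, where the other gmASTR libraries had 0.639 to 1.22, and lay within the range of the wmASTRs. With the 6 genes without a name set fully against the direction of the list, the difference was 0.850 with an adjusted p of 0.0162. The list was also called by edgeR's camera with an estimated correlation (adjusted p = 0.0443) and by fry (0.00192). With the replicate number as a block, the list score had an adjusted p of 0.0625 (exact permutation test over 64 swaps), and camera with an estimated correlation gave 0.0959.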

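Of 20 enzymes of the mevalonate and cholesterol pathway, a list that likewise does not depend on these libraries, 19 were paired with a name and all 19 were in the filtered table. The module held 15 of them, while it held 1742 of the 9394 genes. With a soft power of 6 the corresponding module held 17 of the 19 enzymes, and with a minimum module size of 50 it held 12.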

An interaction network of the genes in these biosynthetic processes demonstrated that some of these genes are shared between multiple GO terms (Fig. 4b). A heatmap of relevant sterol, steroid, and cholesterol biosynthesis genes (Fig. S2, additional file 3) illustrates a higher expression of these genes in gmASTRs than in wmASTRs, which predicts that there is more cholesterol biosynthesis in primary adult gmASTRs. 

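All 19 enzymes were higher in gmASTRs, with log2FC values from 0.56 to 1.71 and a median of 1.00, and 14 of them had a quasi-likelihood FDR under 0.01. With an FDR under 0.05 the number was also 14, and 16 when adjusted over the list alone. The largest difference was that of *Tm7sf2* (130 ± 31.0 CPM in gmASTRs, 37.7 ± 9.71 CPM in wmASTRs, log2FC 1.71, SE 0.19, quasi-likelihood FDR = 2.05e-05). *Cyp51* had 904 ± 134 and 379 ± 100 CPM (log2FC 1.19, SE 0.15, quasi-likelihood FDR = 5.43e-05), and *Fdft1* had 92.2 ± 8.11 and 44.3 ± 7.97 CPM (log2FC 1.00, SE 0.13, quasi-likelihood FDR = 0.000122). None of the 3 genes overlapped between the groups.

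The list score was 0.767 ± 0.148 in gmASTRs and -0.767 ± 0.234 in wmASTRs, with no overlap of the libraries (difference 1.53, exact permutation test, two-sided, p = 0.00216, and 0.00649 after adjustment over the 6 lists). With each library left out in turn the difference was 1.502 to 1.58. If the enzyme without a name was set fully against the direction of the list, the difference was 1.36 with an adjusted p of 0.00649. In edgeR's camera the adjusted p was 4.92e-23, with an estimated correlation it was 0.000479, and in fry 5.94e-07.

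**Figure D4:**
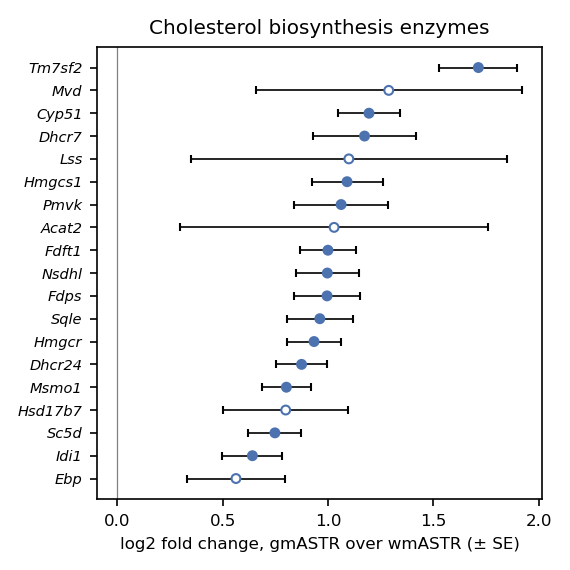
log2 fold change of gmASTR over wmASTR (horizontal axis) with its SE for 19 enzymes of the mevalonate and cholesterol pathway, where filled points have a quasi-likelihood FDR under 0.01 and open points do not. All points lie to the right of 0, from 0.56 for *Ebp* to 1.71 for *Tm7sf2*.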

Notably, ASTRs supply cholesterol to OLGs, which supports myelination [4, 7, 73].

**Fig. 4:**
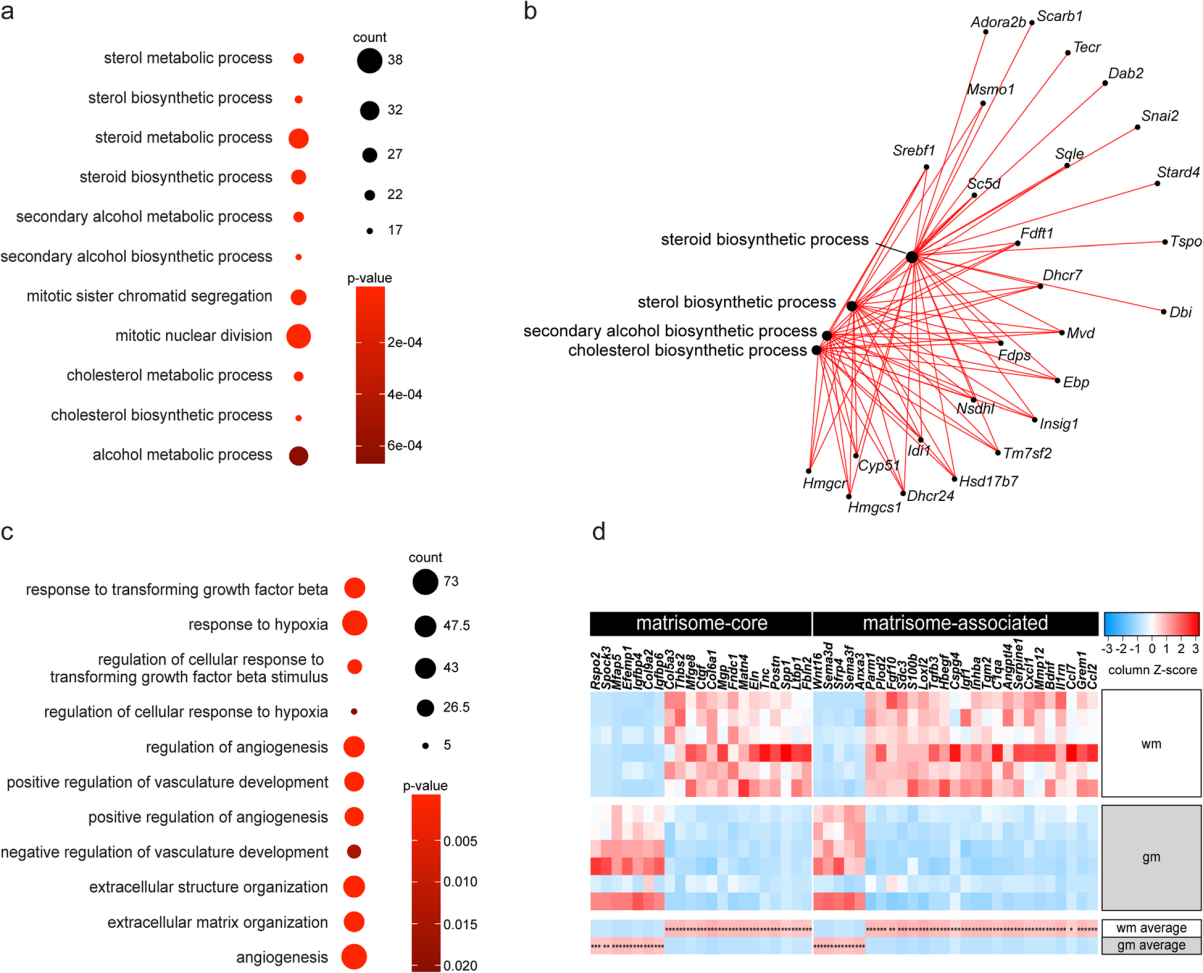
Gene co-expression networks differ between primary adult wmASTRs and gmASTRs. RNA from six independent cell culture preparations of adult grey matter astrocytes (gmASTRs) and adult white matter ASTRs (wmASTRs) was subjected to 3′-RNA sequencing. A weighted gene co-expression network analysis revealed that the MEroyalblue module positively correlated with gmASTRs and negatively with wmASTRs and that the MEdarkgrey module negatively correlated with gmASTRs and positively with wmASTRs (Fig. S1, Additional file 2). **a** Gene ontology (GO) annotation of the genes in the MEroyalblue module visualized in a dot plot. The color of the dot represents the enrichment score (*p* value), the size of the dot the gene count. Note that genes related to functions as “cell division” and “cholesterol biosynthesis” are enriched in the MEroyalblue module. **b** Visualization of the interaction network of the genes present in the four indicated GO categories (black dots) from the MEroyalblue cluster. Note that some genes are shared between different GO terms. **c** GO annotation of the genes in the MEdarkgrey module visualized in a dot plot. The color of the dot represents the enrichment score (*p* value), the size of the dot the gene count. Note that genes related to functions as “response to hypoxia” “extracellular matrix organization” are enriched int the MEdarkgrey module. **d** Heatmap of the extracellular matrix proteome or “matrisome”-core and -associated genes with a CPM > 20, an absolute logFC > 2, and an FDR < 0.05 by gmASTRs and wmASTRs. Column Z-score represents the relative expression of genes between different samples. Note that more genes encoding for matrisome-core and -associated genes are more abundantly expressed in wmASTRs (*FDR < 0.05, **FDR < 0.01, ***FDR < 0.001)

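The module that held most core matrisome genes had 2506 genes and was higher in wmASTRs, with an eigengene of -0.252 ± 0.210 in gmASTRs and 0.252 ± 0.0592 in wmASTRs (difference -0.504, exact permutation test, two-sided, p = 0.00216). The gmASTR eigengenes ran from -0.480 to 0.0676 in replicate 5, and the wmASTR eigengenes from 0.155 to 0.334. The corresponding module had 1120 genes with a minimum module size of 50 and 2376 genes with a soft power of 6, and its eigengene differed by -0.501 and -0.508.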

The other significantly different module, MEdarkgrey, consists of 1110 genes and positively correlated with wmASTRs (*p* < 0.001) and negatively with gmASTRs (Fig. S1b, d, additional file 2). GO terms related to this module included processes as “ECM formation and modification,” “atherosclerosis,” “hypoxia,” and “vascularization” (Fig. 4c). 

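The module held 26 of the 33 core matrisome genes that were in the filtered table, while the module with the cholesterol enzymes held 6. These genes come from the ECM list of additional file 1, which the authors chose by their difference in the same libraries, so their place in the module is not independent evidence. Terms other than ECM were not analysed here.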

Of interest, transient ECM remodeling plays an important role in successful remyelination [5, 57, 74, 75]. 

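Of the 48 matrisome genes depicted in Fig. 4d, 40 were paired with a name and 35 were in the filtered table. By the figure's caption, the paper chose them by CPM, by an absolute logFC above 2 and by FDR in the same libraries. All 35 had a quasi-likelihood FDR under 0.01, and 26 were higher in wmASTRs and 9 in gmASTRs. For 23 of the 35 the absolute log2FC was above 2, which the paper's rule asks of every gene. The paper's own log2 fold changes also stayed below that limit for *Mfge8* (-1.634), *Sema3f* (1.728) and *Igf1* (-1.941). For these genes the figure thus departs from its caption, and the values here do not differ from the paper's. The smallest FDR values were those of *Col9a2* and *Mfap5*, both higher in gmASTRs, and of *Postn*. *Col9a2* had 143 ± 50.3 CPM in gmASTRs and 23.4 ± 6.16 CPM in wmASTRs (log2FC 2.54, SE 0.22, quasi-likelihood FDR = 2.73e-06).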

The extracellular matrix proteome, or the “matrisome” consists of core and associated proteins [76] and a heatmap of abundantly expressed matrisome-core and matrisome-associated genes that differed significantly (FDR < 0.05) (Fig. 4d) illustrates that these genes are more abundantly expressed in wmASTRs than in gmASTRs. These more abundant genes encode for ECM-core proteins (e.g., *Mfeg8*, *Ctgf*, *Spp1*, *Ltbp1*) that are mainly matricellular proteins, and ECM-affiliated proteins (e.g., *Bdnf*, *Hbegf*, *Mmp1*2, *Ccl2*, *Ccl7*), which are proteins that regulate ECM remodeling or secreted factors that associated with the ECM. 

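*Mfge8* was higher in wmASTRs with a log2FC of -1.63 (SE 0.27, quasi-likelihood FDR = 0.000691). *Ctgf* was among the most abundant transcripts, with 3513 ± 1187 CPM in gmASTRs and 11240 ± 2571 CPM in wmASTRs (log2FC -1.73, SE 0.21, quasi-likelihood FDR = 5.27e-05). *Ltbp1* rose from 4.61 ± 4.56 to 61.0 ± 42.0 CPM (log2FC -3.81, SE 0.62, quasi-likelihood FDR = 0.00059). For each of these 3 genes the libraries of the groups did not overlap.

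Of the ECM-affiliated genes, *Bdnf* had 12.1 ± 7.50 CPM in gmASTRs and 66.0 ± 35.7 CPM in wmASTRs (log2FC -2.52, SE 0.43, quasi-likelihood FDR = 0.000799), *Mmp12* 8.82 ± 8.33 and 47.6 ± 25.9 CPM (log2FC -2.49, SE 0.59, quasi-likelihood FDR = 0.00922) and *Ccl2* 3.51 ± 2.40 and 42.6 ± 31.1 CPM (log2FC -3.67, SE 0.56, quasi-likelihood FDR = 0.000343). *Ccl7*, in the larger table only, had 2.36 ± 4.22 and 20.4 ± 23.3 CPM (log2FC -3.20, SE 0.81, quasi-likelihood FDR = 0.0123). In wmASTR replicate 4 it reached 67.6 CPM, and in gmASTR replicate 1 10.8 CPM. Without wmASTR replicate 4 the FDR of *Ccl7* was 0.116, and in DESeq2's Wald test its adjusted p was 0.0956. *Hbegf* was not paired with an identifier and is not reported here.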

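*Sema3f* had 65.2 ± 32.1 CPM in gmASTRs and 18.7 ± 6.16 CPM in wmASTRs (log2FC 1.73, SE 0.39, quasi-likelihood FDR = 0.00583), and the libraries of the groups overlapped. With each library left out in turn the log2FC was 1.54 to 1.96. Under limma-voom the difference was not called (log2FC 1.46, adjusted p = 0.0881), nor was it with the replicate number as a block (log2FC 1.59, quasi-likelihood FDR = 0.0573).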

Notably, transcripts of *Sema3f*, an OPC attractant, were more present in gmASTRs than in wmASTRs (Fig. 4d). 

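*Tnc*, the gene of tenascin C, had 88.5 ± 43.4 CPM in gmASTRs and 501 ± 343 CPM in wmASTRs, a log2FC of -2.58 (SE 0.37, quasi-likelihood FDR = 0.000203). *Spp1*, the gene of osteopontin, had 29.7 ± 9.25 CPM in gmASTRs and 238 ± 226 CPM in wmASTRs (log2FC -3.08, SE 0.41, quasi-likelihood FDR = 0.000111). Both genes were highest in wmASTR replicate 4, with 1175 CPM of *Tnc* against 292 to 520 CPM in the other wmASTR libraries, and 690 CPM of *Spp1* against 108 to 216 CPM. Without that library the log2FC was -2.12 for *Tnc* and -2.38 for *Spp1*. No wmASTR library overlapped with a gmASTR library for either gene.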

Several ECM genes that were more abundantly expressed in primary adult wmASTRs were associated with pathways previously implicated in OPC maturation and/or remyelination failure (*Ctgf*, *Tnc*, *Spp1* [21, 67, 77–79]) and/or expressed in reactive ASTRs in WM MS lesions (*Mfeg8*, *Tnc*, *Spp1* [34, 77, 80, 81]), and may relate to the more reactive ASTR profile of primary adult wmASTRs (Fig. 1). Hence, the regulatory mechanisms that may account for the higher in vitro myelination potential of OLGs in the presence of gmASTRs, are more cholesterol biosynthesis in gmASTRs and increased deposition of matrisome constituents by wmASTRs. The different identities of gmASTRs and wmASTRs may result in distinct and specific responses toward inflammatory mediators that are increased upon injury. As demyelination involves innate immune activation, and as TLR3 and TLR4 are prominently present on reactive ASTRs in WM MS lesions [13, 49], we next examined whether gmASTRs and wmASTRs may respond differently to TLR3 and/or TLR4 agonists and as a consequence distinctly modulate OPC behavior.

### Adult gmASTRs and wmASTRs responding to TLR4 agonist LPS decrease myelin membrane formation

As TLR3 and TLR4 agonists interfered with the development of neurons, OPCs, and OLGs in the in vitro myelinating cultures, we were not able to examine the role of ASTR reactivity on in vitro myelination. Therefore, to assess whether gmASTRs and wmASTRs differently respond to TLR4 ligands, the effect of TLR4 agonist LPS on primary ASTRs and their ability to modulate OPC behavior via secreted factors (ACM) or coatings of deposited ECM components was determined. Secreted factors from LPS-treated wmASTRs and gmASTRs did not significantly change OPC proliferation (Fig. 5a) and differentiation (Fig. 5c). Secreted factors from both LPS-treated gmASTRs and wmASTRs markedly inhibited myelin membrane formation by 40–50% compared to secreted factors from their respective untreated ASTRs (Fig. 5d, gmACM *p* = 0.020, wmACM *p* = 0.003). This is accompanied by a significant decrease in metabolic activity by 30–40% upon wmACM treatment (Fig. 5b wmACM *p* = 0.039), and a reproducible, but not significant decrease upon gmACM treatment (Fig. 5b). ECM coatings of LPS-treated gmASTRs or wmASTRs did not significantly alter OPC proliferation (Fig. 5a), differentiation (Fig. 5b), or myelin membrane formation (Fig. 5c). Hence, our findings demonstrate that LPS-treated wmASTRs and gmASTRs similarly modulate OPC behavior by secreting factors that reduced the percentage of MBP-positive OLGs that form myelin membranes.

**Fig. 5:**
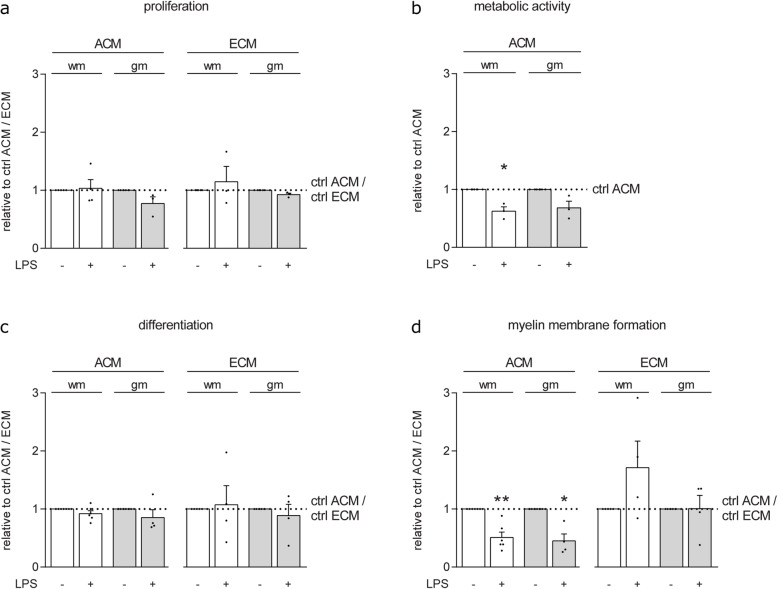
Secreted factors from primary adult ASTRs responding to TLR4 agonist LPS decrease myelin membrane formation*.* **a**–**d** Primary adult grey matter astrocytes (gmASTRs) and white matter ASTRs (wmASTRs) were cultured for 24 h in the presence or absence of TLR4 agonist LPS, after which conditioned medium (ACM) was collected in the next 24 h. For extracellular matrix proteins (ECM), ASTRs were cultured for 48 h in the presence or absence of LPS after which the cells were lysed, ECM was collected, and used as a coating. Oligodendrocyte progenitor cells (OPCs) were cultured in the presence of ACM or on ECM coatings, for 1 day in the presence of PDGF-AA and FGF-2 to assess proliferation (**a**, % Ki67-positive cells of A2B5-positive cells), or differentiated for six 6 days after growth factor withdrawal to assess metabolic activity (**b**, MTT), differentiation (**c**, % MBP-positive cells of total cells), and myelin membrane formation (**d**, % myelin membranes formed by MBP-positive cells). Bars represent relative means to their respective untreated control ACM or ECM coatings, which were set to 1 in each independent experiment. Individual data points (black dots) represent independent OPC culture preparations with three to five different batches of ACM or ECM. Error bars indicate standard error of the mean. Statistical analyses are performed using column statistics with a one-sample *t* test (*p < 0.05) to assess differences with untreated control ACM or ECM coatings and with an unpaired two-sided *t* test (not significant) to assess differences between response to ACM or ECM coatings of LPS-treated gmASTRs compared to ACM or ECM coatings of LPS-treated wmASTRs. Absolute values are 34.3 ± 17.4% proliferation, 55.1 ± 19.1% differentiation, and 56.8 ± 17.7% myelin membrane formation with control wmACM; 39.6 ± 13.5% proliferation, 61.6 ± 22.2% differentiation, and 67.4 ± 20.3% myelin membrane formation with control gmACM; 31.4 ± 12.5% proliferation, 51.9 ± 18.6% differentiation, and 56.7 ± 22.3% myelin membrane formation on control wmECM coatings and 41.0 ± 1.7% proliferation, 44.8 ± 15.1% differentiation, and 51.5 ± 12.5% myelin membrane formation on control gmECM coatings. Note that myelin membrane formation is decreased in the presence of ACM of both LPS-treated wmASTRs and gmASTRs (wmACM *p* = 0.003, gmACM *p* = 0.020)

### Adult gmASTRs and wmASTRs responding to TLR3 agonist Poly(I:C) distinctly modulate OPC proliferation and myelin membrane formation

To assess whether gmASTRs and wmASTRs differently respond to TLR3 ligands, the effect of TLR3 agonist Poly(I:C) on ASTRs, and their ability to modulate OPC behavior was determined next. Secreted factors from Poly(I:C)-treated wmASTRs, but not from Poly(I:C)-treated gmASTRs, decreased OPC proliferation by approximately 18% compared to their respective untreated control ASTRs (Fig. 6a, *p* = 0.027). In contrast, OPC proliferation was increased when plated on ECM coatings of Poly(I:C)-treated wmASTRs compared to ECM coatings of untreated control wmASTRs (Fig. 6a, *p* = 0.012) and ECM coatings of Poly(I:C)-treated gmASTRs (Fig. 6a, *p* = 0.002). ACM of Poly(I:C)-treated gmASTRs reproducibly and significantly reduced myelin membrane formation by approx. 20% compared to untreated gmACM (Fig. 6d, *p* = 0.016). By contrast, myelin membrane formation was unchanged when OPCs were exposed to ACM of Poly(I:C)-treated wmASTRs (Fig. 5d). Secreted factors or ECM coatings from Poly(I:C)-treated gmASTRs or wmASTRs hardly affected the metabolic activity of OLGs and OPC differentiation compared to secreted factors or ECM coatings from their respective untreated control ASTRs (Fig. 6b, c). These data demonstrate that Poly(I:C) treatment of primary adult gmASTR and wmASTRs results in a modest but distinct modulation of OPC proliferation and myelin membrane formation. As secreted factors from Poly(I:C)-treated gmASTRs reduced myelin membrane formation, this may indicate that Poly(I:C)-treated gmASTRs are less supportive to myelination than untreated gmASTRs.

**Fig. 6:**
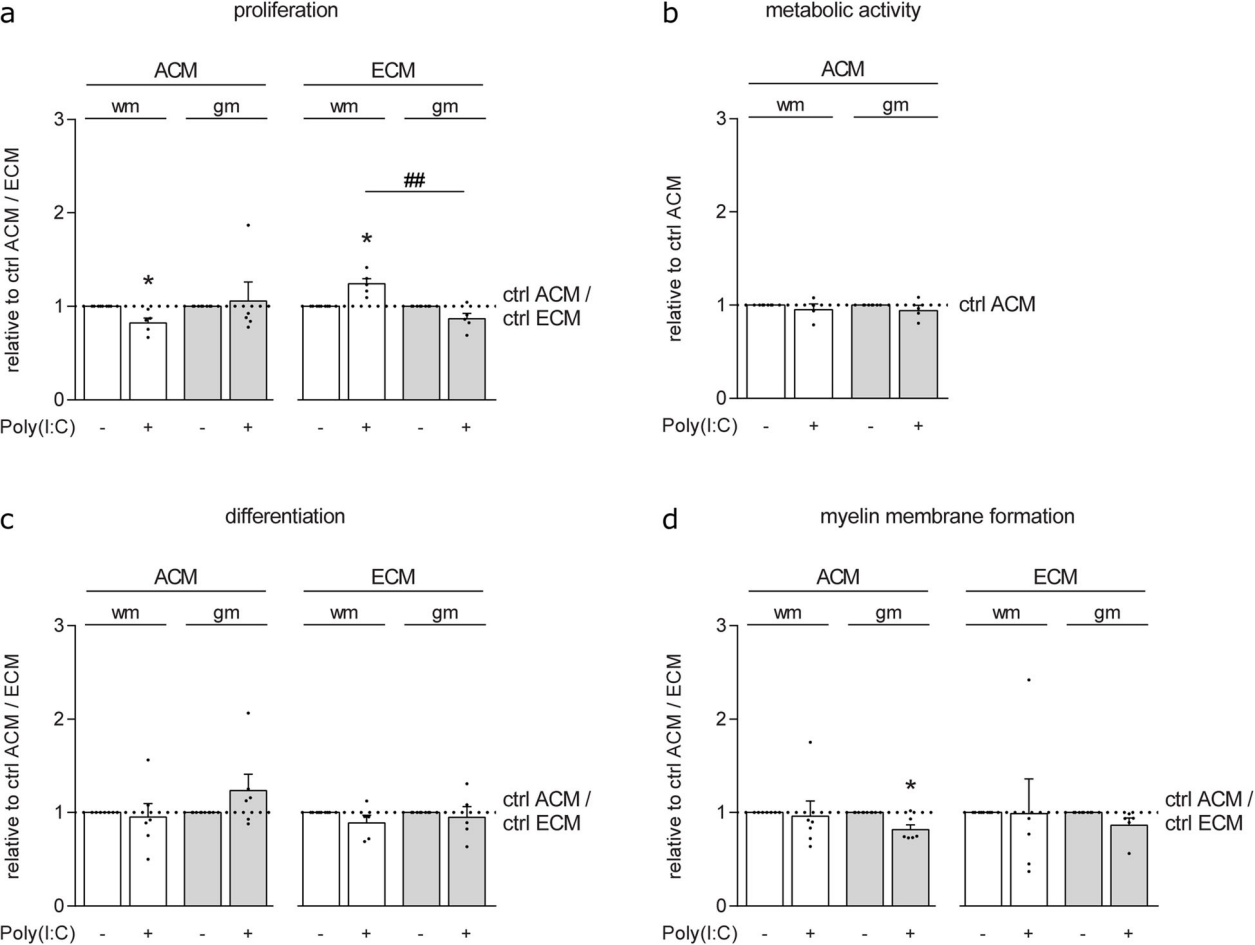
Primary adult gmASTRs and wmASTRs responding to TLR3 agonist Poly(I:C) distinctly modulate OPC behavior*.* **a**–**d** Primary adult grey matter astrocytes (gmASTRs) and white matter ASTRs (wmASTRs) were cultured for 24 h in the presence or absence of TLR3 agonist Poly(I:C), after which conditioned medium (ACM) was collected in the next 24 h. For extracellular matrix proteins (ECM), ASTRs were cultured for 48 h in the presence or absence of Poly(I:C) after which the cells were lysed, ECM was collected and used as a coating. Oligodendrocyte progenitor cells (OPCs) were cultured in the presence of ACM or on ECM coatings, for 1 day in the presence of PDGF-AA and FGF-2 to assess proliferation (**a**, % Ki67-positive cells of A2B5-positive cells), or differentiated for six days after growth factor withdrawal to assess metabolic activity (**b**, MTT), differentiation (**c**, % MBP-positive cells of total cells), and myelin membrane formation (**d,** % myelin membranes formed by MBP-positive cells). Bars represent relative means to their respective untreated control ACM or ECM coatings, which were set to 1 in each independent experiment. Individual data points (black dots) represent independent OPC culture preparations with three to five different batches of ACM or ECM. Error bars indicate standard error of the mean. Statistical analyses are performed using column statistics with a one-sample *t* test (*p < 0.05) to assess differences with untreated control ACM or ECM coatings, and with an unpaired two-sided *t* test (^##^*p* < 0.01) to assess differences between response to ACM or ECM coatings of Poly(I:C)-treated gmASTRs and ACM or ECM coatings of Poly(:C)-treated wmASTRs Absolute values are 42.5 ± 13.9% proliferation, 34.9 ± 7.6% differentiation, and 58.4 ± 9.1% myelin membrane formation with control wmACM; 38.4 ± 14.1% proliferation, 35.3 ± 12.2% differentiation, and 67.5 ± 10.1% myelin membrane formation with control gmACM; 21.6 ± 4.0% proliferation, 31.8 ± 5.7% differentiation, and 81.1 ± 10.1% myelin membrane formation on control wmECM coatings and 31.4 ± 5.8% proliferation, 37.5 ± 5.3% differentiation, and 75.8 ± 18.6% myelin membrane formation on control gmECM coatings. Note that OPC proliferation is decreased in the presence of ACM of Poly(I:C)-treated wmASTRs (^*^p = 0.027) and increased on ECM coatings of Poly(I:C)-treated wmASTRs (^*^p = 0.012), but not on ECM-coatings of gmASTRs (^##^*p* = 0.0016 compared to ECM from Poly(I:C)-treated wmASTRs), while myelin membrane formation is decreased in the presence of ACM of Poly(I:C)-treated gmASTRs (*p* = 0.016)

## Discussion

ASTRs support myelination during development and are indispensable for successful remyelination upon demyelination [2, 3, 17]. As remyelination is more efficient in GM lesions than in WM (MS) lesions [37, 38, 40, 41, 82], we aimed here to address whether the distinct modulation of myelination is a reflection of heterogeneity between gmASTRs and wmASTRs. Our findings demonstrate that primary adult wmASTRs were less supportive toward in vitro myelination than primary adult gmASTRs. Transcriptional profiling demonstrated that even after prolonged time in culture, adult gmASTRs and adult wmASTRs have a distinct transcriptional profile, which may underlie their difference in modulating in vitro myelination. Moreover, when exposed to TLR4 agonist LPS, secreted factors of both gmASTRs and wmASTRs markedly inhibited myelin membrane formation, while TLR3 agonist Poly(I:C)-treated gmASTRs and wmASTRs elicited modest but distinct responses in OPC proliferation and myelin membrane formation. Hence, our findings indicate that pre-existing regional heterogeneity in ASTRs may contribute to differences in remyelination efficiency in demyelinated GM and WM.

Our findings demonstrate that more axons were myelinated on a feeding layer of primary adult gmASTRs than on a feeding layer of primary adult wmASTRs. As secreted factors from wmASTRs, but not gmASTRs, decreased membrane formation, it is tempting to suggest that wmASTRs were less supportive to myelination. The transcriptional data provided insight into differences in gene expression of signaling molecules in gmASTRs and wmASTRs that are relevant for myelination and remyelination. Analysis of literature-based modulators of OPC behavior revealed that wmASTRs were equipped with higher transcript levels of genes encoding for signaling molecules that either positively or negatively modulate OPC proliferation and differentiation [52, 60, 61]. These signaling molecules were soluble (*Bmp4*, *Fgf2*, *Cntf*, *Pdgfa* [52, 60, 61, 64, 65]), ECM-derived (*Fn1*, *Vcan*, *Tnc*, *Spp1* [62, 67, 71, 75, 77]) or adhesion-dependent (*Jag1*). Likely, it reflects the *net* effect of these factors that made wmASTRs less supportive to myelination than gmASTRs in our in vitro myelinating culture system. Also, wmASTRs were more reactive than gmASTRs, and expressed more transcripts of several A1-ASTR-specific genes, while A2-ASTRs-specific genes were more abundantly expressed in gmASTRs. This is consistent with a recent single-nucleus RNA sequencing study of human control brain tissue that demonstrated transcriptional heterogeneity between human gmASTRs and wmASTRs [29], including a more reactive profile of wmASTRs compared to gmASTRs [29]. Hence, our primary adult gmASTRs and wmASTRs maintain some properties that are also observed in GM and WM areas.

In addition to wmASTRs being less supportive, gmASTRs may promote in vitro myelination. ECM components deposited by gmASTRs increased OPC proliferation, and as a higher density of OPCs augments myelination [83], enhanced proliferation may contribute to the increased in vitro myelination on gmASTRs. Also, an unbiased gene co-expression network analysis identified a gene module, which positively correlated with gmASTRs and negatively with wmASTRs that contained genes relevant to cell division and cholesterol biosynthesis. Cholesterol is a major constituent of myelin membranes [7], and in the adult brain mainly synthesized by ASTRs [4, 84]. Cholesterol enhances OPC differentiation [7, 73] and is the only known indispensable integral lipid in myelin of which its availability is rate-limiting for myelin growth [7]. Therefore, gmASTRs may supply more cholesterol to developing OLGs, which benefits myelination [4, 7, 73, 85]. Indeed, we recently demonstrated that neonatal gmASTRs efflux more cholesterol than neonatal wmASTRs [85]. Also, genes involved in cholesterol biosynthesis are downregulated in MS wmASTRs compared to ASTRs in healthy control WM [33], which may limit remyelination in WM lesions.

WGCNA further revealed that a gene module containing genes encoding for proteins that are relevant for ECM production and modification, i.e., the matrisome [86] was significantly correlated with wmASTRs. ASTRs are known to play an essential role in transient ECM remodeling, which is important for successful remyelination upon toxin-induced demyelination [75, 87–89]. In addition, increased expression of ECM proteins usually marks ASTR reactivity [12, 90]. Therefore, the enhanced expression of genes that are related to the matrisome is likely part of the more reactive phenotype of wmASTRs. Most of the matrisome-core enriched genes were matricellular proteins (*Thbs2*, *Postn*, *Ctgf*, *Fbln2*, *Spp1*), which are non-structural ECM proteins that support matrix fibrillogenesis and/or that have important functions in tissue repair [91]. These proteins may both influence matrix formation and signals to OPCs by modulating cell functioning via interaction with cell-surface receptors and structural ECM proteins, such as fibronectin and proteoglycans that are present in demyelinated areas [75, 88]. Thus, the effect of ECM coatings on OPC behavior presented in the present study are likely underestimated, as ECM coatings do not reflect all properties of the ECM, such as the original topological ECM architecture and stiffness. Indeed, the stiffness of the ECM influences OPC behavior; a stiff matrix favors OPC proliferation and initial differentiation and myelination is supported by a relatively soft matrix [6]. Hence, a higher abundance of ECM-related genes in wmASTRs may contribute to less efficient remyelination in WM lesions compared to GM lesions. This is indeed observed in leukocortical MS lesions, where ECM protein hyaluronan, an inhibitor of OPC differentiation [92], and its receptor CD44, are significantly increased in the WM, but not in the GM part of leukocortical lesions [41]. Also, wmASTRs form more remyelination-impairing fibronectin aggregates than gmASTRs [93], and fibronectin expression is increased in marmoset EAE WM, but not GM lesions [94]. Thus, interference with the wmASTR-mediated role in ECM remodeling may prove a valuable target for the enhancement of remyelination in WM MS lesions.

Diversity between wmASTRs and gmASTRs was also observed in their modulation of OPC behavior in response to TLR3 agonist Poly(I:C). More specifically, secreted factors of Poly(I:C)-treated gmASTRs, but not of Poly(I:C)-treated wmASTRs, decreased myelin membrane formation compared to secreted factors from their respective untreated ASTRs. Previous studies revealed that exposure to Poly(I:C) in rodent ASTRs induced the expression of both pro-inflammatory mediators that are linked to A1-ASTRs, and inflammatory mediators that are secreted by A2-ASTRs [22, 95]. In line with this reasoning, Poly(I:C) may distinctly interfere with gmASTR and wmASTR reactive subtypes. ASTR reactivity is also reflected in alterations in ECM remodeling, and OPC proliferation in response to ECM coatings of Poly(I:C)-treated wmASTRs significantly differed from ECM coatings of Poly(I:C)-treated gmASTRs. Thus, intrinsic differences between gmASTRs and wmASTRs may control remyelination differently by reacting in a region-specific manner to demyelinating injury. This is consistent with changes in gene expression between ASTRs from different regions in an animal model for MS [33], as well as differential responses of ASTRs isolated from different regions in vitro [32]. On the other hand, secreted factors from both TLR4 agonist LPS-treated gmASTRs and wmASTRs reduced myelin membrane formation. Therefore, the ASTR responses in GM and WM lesions may not only depend on the pre-existing heterogeneity of gmASTRs and wmASTRs and their differential response to the same type of inflammatory mediator, but may also relate to the local inflammatory context, which is different in GM and WM lesions [19, 41, 46, 96, 97].

## Conclusions

Taken together, primary adult gmASTRs and wmASTRs are diverse cell types, and heterogeneous at the transcriptional and GFAP protein level. They differ in their ability to modulate in vitro myelination and in their response to TLR3 agonists. As wmASTRs are intrinsically more reactive and less supportive to in vitro myelination, this may contribute to the more efficient remyelination observed in GM lesions compared to WM lesions. Identification of secreted or ECM-related factors that differentially modulate remyelination efficiency may identify new region-specific ASTR-targeted therapies for MS. In addition, validation of therapeutic tools for remyelination should take potential differences between gmASTRs and wmASTRs into account.

## Supplementary Information

**Additional file 1.** List of genes with CPMs, fold changes and p-values.

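The list gives, for each gene, the CPM of the 12 libraries, the fold change on the log2 scale and the FDR from the authors' comparison of gmASTRs and wmASTRs. It was read here in part, for 1999 of 10970 genes, together with the complete lists of genes higher in gmASTRs and in wmASTRs. For 2070 listed genes with an identifier, the log2 fold change from the larger deposited table differed from the paper's by a median of 0.00148 and at most 0.0924. Of the 181 genes with an identifier in the lists of genes higher in either group, 107 were in the filtered table and 74 were not, and all 181 had the paper's direction in the larger table.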

**Additional file 2: Figure S1.** Weighted gene co-expression network analysis on adult gmASTRs and wmASTRs. RNA from six independent cell culture preparations of adult grey matter astrocytes (gmASTRs) and adult white matter ASTRs (wmASTRs) was subjected to 3’-RNA sequencing and a weighted gene co-expression network analysis (WGCNA). **a** Cluster dendrogram of modules that contain similarly expressed genes. Each color at the bottom represents a defined module. **b** Heatmap of the correlation coefficient of the 14 modules of genes defined by WGCNA. The correlation between each Module Eigengene (ME) and the traits region and sample were calculated. The corresponding p-values is indicated. MEroyalblue and MEdarkgrey are significantly and differentially correlated with region. **c** The MEroyalblue gene module is positively correlated with gmASTRs and negatively with wmASTRs. **d** The MEdarkgrey gene module is positively correlated with wmASTRs and negatively with gmASTRs.

**Additional file 3: Figure S2.** Cholesterol biosynthesis genes are more abundantly expressed in grey matter astrocytes. RNA from six independent cell culture preparations of adult grey matter astrocytes (gmASTRs) and adult white matter ASTRs (wmASTRs) was subjected to 3’-RNA sequencing. Heatmap of identified sterol, steroid, and cholesterol biosynthesis genes in the MEroyalblue cluster from the weighted gene co-expression network analysis (WGCNA) in gmASTRs and wmASTRs is shown (Fig. 4a, b, Fig. S1, Additional file 2). Column Z-score represents the relative expression of genes between different samples. Genes with a CPM>20 are depicted in bold. 

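Of the 26 sterol, steroid and cholesterol biosynthesis genes depicted in Fig. 4b, 25 were paired with a name. All 25 were higher in gmASTRs, 21 with a quasi-likelihood FDR under 0.05 and 19 with an FDR under 0.01, and 24 when adjusted over the list alone at 0.05. Their log2FC ranged from 0.44 to 2.08. Besides enzymes of the cholesterol pathway, *Snai2* had one of the smallest FDR values (133 ± 62.8 CPM in gmASTRs, 29.9 ± 10.5 CPM in wmASTRs, log2FC 2.08, SE 0.26, quasi-likelihood FDR = 6.4e-05). The genes were chosen by the authors from a module that follows region in these libraries, so this count is not independent evidence.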

Note that most genes encoding for cholesterol, steroid and sterol biosynthesis are more abundantly expressed in gmASTRs (*FDR<0.05, **FDR<0.01, ***FDR<0.001).

## Data Availability

The RNA-Seq data supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO): GSE155866

## Abbreviations

ACM: Astrocyte-conditioned medium
ASTR: Astrocyte
BSA: Bovine serum albumin
CNS: Central nervous system
ECM: Extracellular matrix
FBS: Fetal bovine serum
GM: Grey matter
FGF2: Fibroblast growth factor-2
GO: Gene ontology
LDH: Lactate dehydrogenase
logFC: Logarithm of the fold change
LPS: Lipopolysaccharide
MBP: Myelin basic protein
MS: Multiple sclerosis
MTT: 3-(4,5-Dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide
NCM: Non-conditioned medium
NF: Neurofilament-H
OPC: Oligodendrocyte progenitor cell
OLG: Oligodendrocyte
PCA: Principal component analysis
PFA: Paraformaldehyde
PLL: Poly-l-lysine
Poly(I:C): Polyinosine-polycytidylic acid
PVDF: Polyvinylidene fluoride
SEM: Standard error of the mean
TLR: Toll-like receptor
WGCNA: Weighted gene co-expression network analysis
WM: White matter

How the deposited data were processed for this re-analysis (not part of the article)

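RNA of 12 cultures of astrocytes of adult rats, 6 of gmASTRs and 6 of wmASTRs, was measured after 20 days in culture. The authors made 3′ libraries, checked the reads with fastQC (0.11.3), aligned them with HiSat (0.1.5), sorted them with samtools (1.2) and counted them on Ensembl genes with HTSeq, without strand and in union mode. The values are read counts, 1 column per library, which the authors deposited without normalization, as a table of 17941 genes and a table of the 9394 genes kept by their filter on low counts. The counts of the kept genes are the same in both tables. Use of molecular identifiers is not stated, so standard errors and floors cover counting error and spread between cultures but not duplicate reads.

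CPM values, fold changes and all tests were computed here from the deposited counts. The comparison used edgeR (4.0.16) in R (4.3.3), with TMM normalization, the quasi-likelihood test with region as the only factor, a prior count of 0.125 and Benjamini-Hochberg adjustment, at an FDR of 0.01 for counts of genes and 0.05 for single genes and lists. The authors used edgeR (3.20.9). Alternatives used limma (3.58.1) and DESeq2 (1.42.0). Principal components, list scores and the network were computed with Python (3.11.15), numpy (2.4.6), pandas (2.3.3) and scipy (1.17.1), and figures were drawn with matplotlib (3.10.9). Exact permutation tests are two-sided and run over the 924 divisions of 12 libraries into 6 and 6, so that the smallest possible p is 0.00216, over the divisions into 6 and 5 where a library is left out, and over 64 swaps (smallest p 0.03125) with the replicate block. Tests against 10000 random lists are one-sided. With 3 counts as the floor, a library resolves 0.416 to 0.610 CPM. Between 11115 and 12818 genes had at least 1 count in a library. The edgeR procedure and the network were tested on simulated data before use.

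The tests, the alternatives, the gene lists and the rule for the genes named were set before the data were examined. Exceptions are the tests, alternatives, list variants and genes that the text says were chosen or named after values were seen. Genes named are those that the paper names for the sequencing data, and the 5 genes in each direction with the largest fold change among those with FDR under 0.01, an absolute log2 fold change above 2, a mean CPM of at least 20 and no overlap between groups. Lists from figures are given as counts with up to 3 examples by smallest FDR. The lists were the pan-reactive, A1-specific and A2-specific genes, OPC modulators, cholesterol biosynthesis enzymes and cell division genes, and lists of marker genes of leptomeningeal, choroid plexus, ependymal, endothelial, pericyte and smooth muscle cells, microglia, oligodendrocytes and astrocytes. A list of matrisome families was also set but not run, since names are known for too few genes to draw it without bias, so list scores were adjusted over 6 lists instead of 7.

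Names come from additional file 1, where 2010 names stand beside an identifier and 85 were joined by their 12 CPM values. The remaining genes have no name here, and named genes are mostly those with a large or positive fold change. By the paper's Methods, each animal gave both a gmASTR and a wmASTR culture, prepared together. What the replicate numbers mark is not stated, and libraries with the same number are taken here as pairs. They did not deviate together (correlations of -0.0312, -0.00280, 0.0112, 0.00293, -0.0324 and 0.00207), so the values do not show this pairing. Values with the replicate number as a block are given where they change a call or a count. Alternatives were other tests, scalings and gene filters, each library left out in turn, the replicate number as a block, other pseudocounts and gene sets for the principal components and list scores, and other settings of the network. Gene ontology enrichment was not run.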

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

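The comparisons of wmASTR replicate 4 and gmASTR replicate 5 with the other libraries, and the test on counting noise, were chosen only after the results were seen. Values below are those of single libraries that lay far from the other 5 libraries of their group. Among 134 groups of 6 values tested in this way, 18 held such a library, where chance gives 6.7.

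In wmASTRs, 8 of these values came from replicate 4. They were 306 CPM of *Itga1* (117 to 137 CPM in the others), 1175 CPM of *Tnc* (292 to 520), 690 CPM of *Spp1* (108 to 216), 67.6 CPM of *Ccl7* (6.98 to 14.5), 37.2 CPM of *Tubb3* (7.95 to 17.6), 21.8 CPM of *Lcn2* (1.33 to 6.53), 21.6 CPM of *Egfl7* (6.29 to 10.6) and 10.6 CPM of *Gfap* (1.39 to 2.58). The library's total count, 5681396, was within the range of the wmASTRs, which argues against depth. All 6 named genes of the microglia list were highest in this library, against 76 of 145 other genes higher in wmASTRs (52.4%, exact hypergeometric test, one-sided, p = 0.0235). This test treats the 6 genes as independent, but their mean correlation within groups was 0.452, so its p may be too small. More microglia may therefore be part of what sets this library apart. The pericyte and smooth muscle genes *Des* (214 CPM, 3.99 to 60.4 in the other wmASTRs), *Myh11* (729 CPM, 361 to 492) and *Cspg4* (199 CPM, 23.1 to 98.4) were also highest in it, while *Actg2* was not. More of such cells was not tested, so these values do not single out microglia. Whether microglia account for the 8 values above was not tested. A culture with a stronger reactive state stays open and was not tested.

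gmASTR replicate 5 held 144 CPM of *Mfap5* (723 to 1067 CPM in the other gmASTRs), a PC2 score of 48.3 (-14.3 to 4.36) and a cell division score of -0.554 (0.639 to 1.22). Over 28 genes higher in gmASTRs that were picked without this library, it lay a median of 89.9% of the way to the wmASTRs (quartiles 65.7% and 96.7%), but over 43 genes higher in wmASTRs only 14.7% (quartiles 5.61% and 30.8%). wmASTR material in this library, or in its place, would move both sets alike, so the values argue against it. A loss of a part of the cells or of their state in this culture was not tested.

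The other values apart came from gmASTR replicate 1, with 47.4 CPM of *Spp1* (21.7 to 29.2 CPM in the others), 10.8 CPM of *Ccl7* (0 to 2.25) and 3.25 CPM of *Mbp* (0 to 0.866), from gmASTR replicate 3, with 6.48 CPM of *Postn* (19.7 to 25.3) and 1.57 CPM of *Vwa1* (0 to 0.568), and from wmASTR replicate 3, with 114 CPM of *Cdh1* (0.835 to 26.2) and 13.2 CPM of *Rspo2* (0 to 3.66). *Mbp*, *Vwa1* and *Ccl7* are near the floor in gmASTRs. No biological explanation was tested for these libraries.

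Outside the filtered table, 67 of 6084 genes had a quasi-likelihood FDR under 0.01 in the larger table, 27 higher in gmASTRs and 40 in wmASTRs. For 20 of them all gmASTR libraries, and for 7 all wmASTR libraries, had 3 counts or fewer. Over all 6084 genes, chosen without regard to their difference, gmASTRs and wmASTRs did not overlap for 77 genes. Of all divisions of the 12 libraries into 6 and 6, 1, the division by region, gave as many, and the others gave a median of 4 and at most 35 genes. This argues against counting noise for these genes as a set, and not for each of the 67 genes. A transcript limited to gmASTRs or wmASTRs is left out by a filter that asks for counts in 11 of 12 libraries.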

How the results depend on the processing

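The filter of at least 2 counts in at least 7 libraries, the principal components of called genes, camera with an estimated correlation, camera and fry with the replicate block, the adjustment of blocked eigengenes, the bound of *Gfap* without one library and the variants of lists by identifier were chosen after seeing the data. The other alternatives were planned. Unless said otherwise, the cause was not tested.

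The number of genes with FDR under 0.01 stayed within 1.5 times the reported 553 except with DESeq2's Wald test (857 genes, 378 higher in gmASTRs and 479 in wmASTRs), without gmASTR replicate 5, and with the likelihood ratio test under the filter chosen after seeing the data (838 genes, 360 and 478). It ranged from 370 (without gmASTR replicate 3) to 861 genes (without gmASTR replicate 5) across the 12 fits that each left out one library. For genes higher in gmASTRs the range was 149 (without gmASTR replicate 6) to 363, and for genes higher in wmASTRs 217 to 498. DESeq2 and edgeR's exact and likelihood ratio tests each shared 550 of the 553 genes.

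For genes that also had an absolute log2 fold change above 2, the larger table gave 155 (62 higher in gmASTRs, 93 in wmASTRs), which by construction adds genes with few counts, and genes with a mean CPM of at least 20 gave 57 (31 in wmASTRs). limma-voom gave 21 genes higher in gmASTRs. With the filter chosen after seeing the data, the exact test gave 173 (69 and 104) and the likelihood ratio test 183 (73 and 110). Leaving out one library gave 22 (without gmASTR replicate 3) to 41 genes higher in gmASTRs and 37 (without wmASTR replicate 4) to 78 (without gmASTR replicate 5) higher in wmASTRs. In each test and gene filter, genes higher in wmASTRs were the larger part at an FDR of 0.01. With RLE size factors they were 57.6%. With library totals and no TMM normalization they were the smaller part (47.9%, but 47 of 84 above 2 on the log2 scale), and the median log2 fold change of all genes was 0.085 instead of 0.021.

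PC1 held 52.4% of the variance with the 500 most variable genes, 41.0% with the variance-stabilizing transformation, 73.9% with both, 24.2% with genes scaled to unit variance and 25.9% with a pseudocount of 0.1. With the called genes alone it held 81.4%, and 83.3% with those above 2 on the log2 scale, which by construction separate the groups. Both of these were chosen after seeing the data. In all of these PC1 separated gmASTRs and wmASTRs without overlap.

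The list scores kept their direction under every alternative run. The adjusted p passed 0.05 for pan-reactive genes in camera with an estimated correlation (0.0870, chosen after seeing the data), and for A1-specific genes in camera with the preset (0.130) and the estimated correlation (0.145, chosen after seeing the data) and without wmASTR replicate 4 (score difference -0.350, adjusted p = 0.0519 by exact permutation). Leaving out one library gave differences of -0.456 to -0.335 for A1-specific genes, and the 4 of them with a mean CPM above 20 gave -1.19 without overlap (exact permutation, adjusted p = 0.00433). With the identifiers behind the values of the paper's sheet, chosen after seeing the data, the A2 difference was 0.314 (exact permutation, adjusted p = 0.0455). OPC modulators and cholesterol enzymes kept their call under every alternative run for them. Both module eigengenes kept theirs, without adjustment over modules, in the 3 other network settings and the 64 swaps, and were not run with a library left out.

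Of 55 named genes, 42 kept their side of the threshold and their direction under every alternative run for them, which were 19 to 25 per gene. The others changed in 36 fits to a weaker and in 12 to a stronger call, and 1 reversed. The log2 fold change of *Gja1* was -0.061 without wmASTR replicate 4 and up to 0.17 without wmASTR replicate 1, and it was not called in any fit (adjusted p 0.618 to 0.977).

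With the replicate block, 376 genes had an FDR under 0.01 (147 higher in gmASTRs, 229 in wmASTRs). Over the 64 swaps within replicate numbers of this block, the A2 difference of 0.433 and the cell division difference of 1.24 had an adjusted p of 0.0625, and the other lists 0.0469. Camera with an estimated correlation and the block gave an adjusted p of 0.0897 for A2-specific and 0.0959 for cell division genes, 0.165 for pan-reactive and 0.174 for A1-specific genes, and with the preset correlation 0.129 for A1-specific genes. *Aif1* (FDR 0.0503), *Cntf* (0.126) and *Sema3f* (0.0573) were not called with the block, and *Bmp4* (0.0285) and *Jag1* (0.0492) were. For both module eigengenes, and for that of the third called module (478 genes), the 64 swaps gave an exact p of 0.03125 and, adjusted over 18 modules, 0.188, so none of the 3 was called after adjustment, and so few swaps could not pass 0.05 there. The block changed no other call among the named genes, list tests and module eigengenes. The lower bound of *Gfap* was 3.02-fold without wmASTR replicate 4 and 5.64-fold to 6.03-fold without another wmASTR library.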

Differences from the paper's values

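Settings are compared with the paper's values below without choosing among them. The share of variance on PC1 was 31.1% against the paper's 74%. Of the alternatives set before the data were examined, the 500 most variable genes (52.4%) and these genes after the variance-stabilizing transformation (73.9%) came within 1.5 times the paper's value, and the 16 others did not.

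With FDR under 0.01 there were 553 genes by the edgeR quasi-likelihood test against the paper's 857. edgeR's exact (806) and likelihood ratio test (812), DESeq2's Wald test (857), library totals without TMM (591), the larger table (647), genes with a mean CPM of at least 20 (575) and the fit without gmASTR replicate 5 (861) were within 1.5 times the paper's number, and the 15 others were not. With an absolute log2 fold change above 2 there were 86 genes against the paper's 183, of which 35 were higher in gmASTRs against the paper's 75, and 51 in wmASTRs against the paper's 108. The larger table (155, 62 and 93) came within 1.5 times all 3 numbers and the fit without gmASTR replicate 5 within that of wmASTRs (78), and no other alternative set before the data were examined did. The likelihood ratio test with at least 2 counts in at least 7 libraries, chosen after seeing the values, gave 183 (73 and 110), and the exact test with this filter, also chosen after seeing the values, 173 (69 and 104). The filtered table holds 9394 genes and the paper's list 10970.

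The module with most cholesterol enzymes had 1742 genes against the paper's 844, and that with most matrisome genes 2506 against the paper's 1110. A minimum module size of 50 (579 and 1120 genes) came within 1.5 times both, and the 3 other alternatives did not.

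The quasi-likelihood FDR of *Lcn2* was 0.0492 against the paper's 0.021, closed by the likelihood ratio test, DESeq2, limma-voom and the fits without gmASTR replicate 1 or 5. That of *Ggta1* was 0.0165 against the paper's 0.002, closed by the exact and likelihood ratio tests, DESeq2 and the fit without gmASTR replicate 5. That of *Fbln5* was 0.0114 against the paper's 0.005, closed by the exact and likelihood ratio tests, and that of *Ugt1a* 0.0234 against the paper's 0.008, closed by these tests, DESeq2 and the fit without gmASTR replicate 1. The remaining alternatives set before the data were examined did not close these gaps.

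The paper gives a lower FDR for *Gfap*, *Timp1* and *Hsbp1* (under 0.001) than the edgeR quasi-likelihood values of 0.0019, 0.00576 and 0.00474. DESeq2 gave values under 0.001 for all 3, the exact and likelihood ratio tests for *Gfap* and *Hsbp1*, limma-voom for *Gfap* and the fit without gmASTR replicate 5 for *Hsbp1*, and the other alternatives set before the data were examined did not. It states that *Gja1*, *Jag1*, *Bmp4* and *Pdgfra* were more abundant in wmASTRs. *Gja1* (log2 fold change 0.076) and *Pdgfra* (-0.32) were not called under any alternative, while Fig. 2c shows *Pdgfa*, which was called. *Jag1* (edgeR quasi-likelihood FDR = 0.0607) was called by the likelihood ratio test, DESeq2, the replicate block, genes with a mean CPM of at least 20 and the fits without gmASTR replicate 3, gmASTR replicate 5 or wmASTR replicate 4. *Bmp4* (edgeR quasi-likelihood FDR = 0.0868) was called by DESeq2, limma-voom, the replicate block and the fit without gmASTR replicate 5. In the sheet of A2 genes, the values under *Emp1* are those of *Efemp1*, and those under Tm4sf are those of *Tm4sf4*. For 54 named genes listed with a fold change, the largest difference from the paper's log2 fold change was 0.0816.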

Other observations

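The divisions for fold changes above 2, the tests on depth and scaling and the tests on variation of microglia and oligodendrocyte genes were chosen only after the results were seen. Of 100 divisions of the 12 libraries into 6 and 6, 1, the division by region, gave 553 or more genes with FDR under 0.01, and 1, the same division, gave 86 or more with an absolute log2 fold change above 2. The next largest numbers were 201 and 29. None of the 6 other divisions drawn that part all 6 pairs of replicate numbers gave as many, and the division with 201 genes parted 4 pairs.

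More genes were higher in wmASTRs than in gmASTRs (56.8%). With all libraries drawn down to 4896788 counts the share was 56.4%, which argues against depth. With RLE size factors it was 57.6% and with library totals only, which moves all genes towards gmASTRs, 47.9%. As no value here shows which scaling is right, an effect of scaling cannot be told apart from more genes being higher in wmASTRs.

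*Gfap* had 0 counts in gmASTRs and few in wmASTRs. Of 20 astrocyte marker genes 8 have a name here, and 1 of these, *Gja1*, had more than 20 CPM in both groups. *Aqp4* and *Fgfr3* were low in both groups, *Aldoc* (20.8 CPM), *Slc4a4* (92.9 CPM) and *Gjb2* (109.6 CPM) passed 20 CPM in gmASTRs and *Slc1a3* (21.3 CPM) in wmASTRs. Of 31 leptomeningeal marker genes 16 have a name, 13 higher in gmASTRs (8 with FDR under 0.05) and 3 (*Ptgds*, *Mgp*, *Nov*, all with FDR under 0.05) in wmASTRs, and 11 had more than 20 CPM in both groups, among them *Igfbp2* (6928 CPM in gmASTRs, 2910 CPM in wmASTRs), *Col3a1* (1773 and 1110 CPM) and *Foxc1* (442 and 270 CPM). Of the 10 whose values had not been seen in the paper, 9 were higher in gmASTRs (4 with FDR under 0.05). The paper states that meninges were removed. Leptomeningeal cells in gmASTR cultures may be a source of *Cdh1* and *Cldn11*. Names are known mostly for genes with a positive fold change, so the directions cannot tell this apart from astrocytes that transcribe these genes in culture. The naming does not alter the levels of the named genes. By level, 11 of 16 named leptomeningeal genes passed 20 CPM in both groups, but 1 of 8 named astrocyte genes, which goes against mostly astrocytes. Of the 12 ASTR-specific genes of Fig. 1b, 8 passed it, so whether most cells are astrocytes stays open.

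Of 15 choroid plexus genes 5 have a name, and *Ttr* (at most 3.98 CPM in gmASTRs, 4.65 to 88.9 CPM in 5 wmASTR libraries and 376 CPM in wmASTR replicate 1), *Enpp2* and *Cldn2* were higher in wmASTRs, while *Calml4* (edgeR quasi-likelihood FDR = 0.174) and *Trpv4* (0.686) did not differ. The 3 called genes go with choroid plexus cells in wmASTR cultures, but with 5 of 15 genes named, known mostly where the fold change is large, these cells cannot be told apart from other sources. Of 4 named pericyte and smooth muscle genes 3 were higher in wmASTRs (*Des*, *Myh11*, *Cspg4*) and 1 in gmASTRs (*Actg2*). Of 5 named endothelial genes *Esam* was higher in wmASTRs and the other 4 did not differ, and the ependymal list had 1 named gene, *Rarres2*, higher in gmASTRs.

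All 6 named genes of the microglia list were higher in wmASTRs. Of the microglia genes of Fig. 1b outside this list, *Ncf1* was so too, and *Irf5* (edgeR quasi-likelihood FDR = 0.970) and *Irf8* (0.425) did not differ. Only 6 of the 16 genes of the microglia list have a name, and names are known mostly where the fold change is large or positive. Their shared direction is therefore not evidence by itself. Within groups the mean correlation of the 6 was 0.452, against a median of 0.243 in 10000 random lists of genes higher in wmASTRs, at percentile 93.4 (permutation test, one-sided, p = 0.0663). For 3 of the 4 named oligodendrocyte genes, those higher in wmASTRs, the percentile was 71.2 (permutation test, one-sided, p = 0.288). Varying numbers of these cells cannot be told apart from a difference between astrocytes with so few named genes, and a regional difference in glial cells that remain in culture stays open and untested.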
